# Genomic regions occupied by both RARα and VDR are involved in the convergence and cooperation of retinoid and vitamin D signaling pathways

**DOI:** 10.1093/nar/gkaf230

**Published:** 2025-04-01

**Authors:** Hamidreza Mianesaz, Loránd Göczi, Gergely Nagy, Szilárd Póliska, Lina Fadel, Dóra Bojcsuk, András Penyige, Krisztina Szirák, Farah AlHaman, László Nagy, György Vámosi, Lajos Széles

## Abstract

Retinoic acid receptors (RARs) and the vitamin D receptor (VDR) regulate distinct but overlapping gene sets in multiple cell types. The abundance and characteristics of regulatory regions, occupied by both RARs and VDR are largely unexplored. We used global approaches (ChIP-seq, RNA-seq, and ATAC-seq) and bioinformatics tools to map and characterize common binding regions of RARα and VDR in differentiated human THP-1 cells. We found that the cistromes of ligand-activated RARα and VDR largely overlapped, and their agonists (AM580 and calcitriol) co-regulated several genes, often cooperatively. Common binding regions were frequently (but not exclusively) annotated with co-regulated genes and exhibited increased MED1 occupancy upon ligand stimulation, suggesting their involvement in gene regulation. Chromatin accessibility was typically higher in the common regions than in regions occupied exclusively by RARα or VDR. DNA response elements for RARα (DR1/2/5) and VDR (DR3) were enriched in the common regions, albeit the co-occurrence of the two types of canonical motifs was low (8.4%), suggesting that “degenerate” DR1/2/5 and DR3 motifs or other sequences could mediate the binding. In summary, common binding regions of RARα and VDR are at the crossroads of the retinoid and vitamin D pathways, playing important roles in their convergence and cooperation.

## Introduction

Retinoic acid receptors (RARs) and the vitamin D receptor (VDR) play essential roles in mediating the effects of retinoids (vitamin A and related compounds) and vitamin D, respectively [1–4]. Retinoids and vitamin D are essential for normal human development and health. Vitamin A deficiency increases susceptibility to severe infections, correctable blindness, skin diseases, and abnormal embryonic development [4]. Vitamin D deficiency is associated with hypocalcemia, hyperparathyroidism, risk of osteoporosis, and autoimmune and cardiovascular diseases [3, 5]. Retinoids and vitamin D are routinely used to treat certain diseases and disorders, including age-related macular degeneration, measles, and various skin conditions, such as acne, psoriasis, and atopic dermatitis [6–10]. Previous studies demonstrated that retinoid and vitamin D signaling pathways converge and interact (additively or antagonistically) in response to combined stimulation by both ligands in certain cell types. Additive effects on cellular functions and/or gene expression were observed when inducing differentiation in leukemia [11, 12] and breast cancer cells [13, 14] or inhibiting endothelin-stimulated hypertrophy in rat cardiac myocytes [15]. In contrast, antagonistic effects were observed during the differentiation of keratinocytes [16, 17] and bone resorption [18].

The three RAR isotypes (α, β, and γ) and the VDR are members of the nuclear receptor (NR) superfamily [1]. RARs and VDR activities are predominantly elicited via the formation of dimers with retinoid X receptor (RXR). In contrast to the permissive heterodimers, RXR ligands alone cannot activate RAR-RXR and VDR-RXR dimers [1, 19]. We previously demonstrated that RARα and VDR compete for dimerization with their common partner RXR, in a ligand-dependent manner [20, 21]. Transcriptional responses are induced by the binding of RARs and VDR with their cognate agonists. RARs are activated by all-trans retinoic acid (ATRA), and other retinoic acids (RAs) including 9-*cis-*RA and 9-*cis-*13,14-dihydro-RA, as well as synthetic agonists [22, 23]. VDR is activated by calcitriol (1α,25-dihydroxyvitamin D_3_, 1,25-vitD), some other natural agonists, and synthetic analogs [3, 24]. RARs and VDR activation by their agonists facilitates DNA binding, dimerization with RXR, and the recruitment of a multiprotein coactivator complex [1–3, 25, 26]. The recruited Mediator complex and/or other coactivators increase local histone acetylation, chromatin openness, and the activation of transcriptional machinery at the promoter of the regulated genes. For direct regulation, RAR-RXR and VDR-RXR dimers occupy the regulatory regions localized in proximal promoters and enhancers. Previous studies demonstrated that RARs and VDR can interact at common binding regions of the regulated genes [27–30]. The RAR-RXR and VDR-RXR binding sites are typically composed of two repeats of the hexameric DNA sequence, 5′-AGGTCA-3′, or its variants, which may differ in 1–3 bases from this canonical sequence [2, 3, 31]. Using luciferase reporter assays and electrophoretic mobility shift assays, direct repeats (DRs) with 5 and 3 nucleotide spacers (DR5 and DR3) were originally identified as canonical binding sites for RAR-RXR and VDR-RXR heterodimers, respectively [1, 31]. In addition to DR5, other retinoic acid response elements (RAREs), including DR0, DR1, DR2, and inverted repeat without spacer (IR0), have been identified [32–34]. Global approaches revealed that vitamin D response elements (VDREs) are less variable. DR3 is the dominant VDRE [35–38], and VDR-RXR heterodimers bind to other motifs, including DR2 and DR4, at much lower frequencies [34]. The analysis of individual regulatory regions of 1,25-vitD-responsive genes indicated that additional motifs, such as everted repeats with a six nucleotide spacer (ER6), DR6, and inverted palindromes with a nine nucleotide spacer (IP9), could also be occupied by VDR-RXR [39–41].

The presence of canonical DNA motifs is neither necessary nor sufficient for the binding of NRs or other transcription factors (TFs). Several determinants including chromatin accessibility, binding of other TFs, and DNA methylation also influence the binding of TFs *in vivo*. Global mapping of NR binding sites in a given cell type using chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) enables the characterization and comparison of different NR binding regions. The pairwise comparisons of cistromes (complete set of binding regions) revealed that the cistromes of various NRs often overlap [42–45]. For example, estrogen receptor (ER) and RARα have 2 365 common binding regions in human MCF7 cells, representing ∼49% of the RARα cistrome [42]. Similarly, 1 989 binding regions, representing ∼56% of the peroxisome proliferator-activated receptor alpha (PPARα) cistrome, overlap with the glucocorticoid receptor (GR) cistrome in murine primary hepatocytes [44].

The aim of this study was to identify and characterize genomic regions occupied by both RARα and VDR in differentiated THP-1 cells. We were especially interested in whether these regions could be involved in the convergence and cooperation of the two pathways. Convergence of pathways refers to the phenomenon in which two or more signaling pathways lead to the same or similar cellular responses by activating or using common downstream modules. In transcriptional events, cooperation is a process in which two or more entities (such as pathways, ligands, or proteins) work together, and the combined action of the entities leads to an increased outcome (such as higher mRNA level, histone modification, RNA polymerase activation, or enhanced cofactor recruitment) relative to the individual effects of each entity. THP-1 is a human leukemia monocytic cell line extensively used to study monocytes and macrophages [46]. THP-1 cells differentiate into macrophage-like cells using phorbol-12-myristate-13-acetate (PMA) and other compounds, including LPS, IL-4, and TGF-β [47–49]. RARs and VDR are expressed in PMA-stimulated THP-1 (PMA-THP-1) cells and stimulation by their cognate ligands induces transcriptional, phenotypic, and functional changes [50, 51]. Moreover, the binding regions and primary target genes of VDR in THP-1 cells and LPS-stimulated THP-1 cells have been defined [35, 36]. Among the three RAR isotypes, we focused on RARα based on the expression level of the three isotypes in THP1 cells and the availability of ChIP-grade antibodies. Instead of ATRA, RARα-specific agonist, AM580, was used to exclude the activation of other RAR isotypes. Notably, our investigation does not rule out the potential involvement of other RAR isotypes in the interaction of retinoids and vitamin D signaling in this cell line. We performed ChIP-seq, RNA-sequencing (RNA-seq), and assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) experiments and used bioinformatics tools to map and characterize the common binding regions of RARα and VDR. We identified a large subset of regions (dominantly localized to highly accessible chromatin regions) occupied by both RARα and VDR in ligand-stimulated PMA-THP-1 cells. Correlation analyses of ChIP-seq data and transcriptional programs indicated that the common binding regions were involved in regulating genes induced by both RARα and VDR agonists. Our findings suggest that the common binding regions of RARα and VDR are involved in the convergence and cooperation of retinoid and vitamin D signaling pathways.

## Materials and methods

### Cell culture and stimulations

The human monocytic cell line, THP-1, was obtained from the American Type Culture Collection. Cells were cultured in a humidified atmosphere at 37°C and 5% CO_2_ in RPMI-1640 medium (Gibco) supplemented with 10% fetal bovine serum (Biosera), 0.05 mM 2-mercaptoethanol (Gibco), 1% penicillin-streptomycin solution (Sigma-Aldrich), and 1 mM sodium-pyruvate (Gibco). Cells were passaged every 3 days, and the cell density after each passage was approximately 250 000 cells/ml. Cells were stimulated with 20 nM PMA (Sigma-Aldrich) for 16 h to differentiate THP-1 cells into macrophage-like cells (PMA-THP-1 cells). After differentiation, PMA-THP-1 cells were maintained in phenol red-free RPMI medium (Gibco) supplemented with 10% charcoal-stripped fetal bovine serum of South American origin (Biowest) and 1% penicillin-streptomycin solution for 30 min. Cells were then stimulated with 1:1 Dimethyl Sulfoxide (DMSO)–ethanol (vehicle control), the specific RARα agonist (100 nM AM580, BioVision), 1,25-vitD (100 nM, Sigma-Aldrich), or a combination of the two agonists. Cells were harvested at different times depending on the experiment.

### RNA-seq experiments and data analysis

For RNA-seq experiments, PMA-THP-1 cells were stimulated for 6 h with vehicle or ligands, and total RNA was isolated using a Quick-RNA Miniprep Kit (ZYMO research). The quality of RNA was verified on an Agilent BioAnalyzer using a Eukaryotic Total RNA Nano Kit. RNA-seq libraries were prepared from total RNA using an Ultra II RNA Sample Prep kit (New England BioLabs). Sequencing was performed on the Illumina NextSeq 500 platform using single-end 75-cycle sequencing. Twelve RNA-seq datasets were generated, including three replicates each of vehicle, AM580, 1,25-vitD, and combined agonist stimulations. Sequence reads were aligned to the hg38 genome assembly using HISAT2. For subsequent analyses, Binary Alignment Map (BAM) files were imported to the Strand NGS program (Strand Life Sciences Pvt., Bangalore, India). The workflow to identify differentially expressed genes was performed in three steps. First, genes expressed at low levels in all conditions were excluded. Then, ANOVA with the Benjamini–Hochberg procedure (adjusted *P* < 0.05) was performed. The differentially expressed genes were determined by Tukey posthoc tests (*P* < 0.05), and the results were filtered using 1.5 and 0.66 cut-offs for up- and downregulated genes. A Gene Transfer Format (GTF) file (GRCh38.p14) was used to determine the transcription start site (TSS) of the genes.

Using the following four steps, cooperatively upregulated protein-coding genes were determined. First, we identified the more effective single ligand for all genes upregulated by AM580 or 1,25-vitD. Second, using triplicates from the RNA-seq dataset, we identified genes that showed significant differences between the more effective single ligand and the combined treatment (t-test, *P* ≤ 0.05). Third, we identified genes upregulated in a cooperative manner, by calculating the ratios of combined *versus* the more effective single ligands and using a cut-off of 1.5. Finally, the protein-coding genes were determined using the annotation information on gene biotypes in the GTF file. Heatmaps were generated using DisplayR web-based tool and the “pheatmap” package in R (version 1.0.12). For some heatmaps, the values were row-normalized, allowing for independent adjustment of the values within each row.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

The messenger RNA (mRNA) expression of selected target genes, including *PTGES*, *CAMP*, *FBP1, HBEGF, RAB20*, and *TGM2*, and the enhancer RNA (eRNA) transcripts of selected binding regions were measured using RT-qPCR. PMA-THP-1 cells were stimulated with vehicle or ligands for 1–6 h to measure mRNA levels and 6 h to measure eRNA. Total RNA was isolated using a Quick-RNA Miniprep Kit (ZYMO research). RT-qPCR was performed using the RevertAid First Strand complementary DNA (cDNA) Synthesis kit (Thermo Scientific) and the LightCycler 480 SYBR Green I Master (Roche). Relative RNA expression was quantified using the comparative threshold cycle method and normalized to cyclophilin A (*PPIA*) expression. Biological triplicates were included in all experiments. The list of RT-qPCR primers for mRNA and eRNA measurements is provided in Supplementary Table S1.

### ChIP-seq experiments

ChIP-seq was performed, as previously described [52–54]. Briefly, 7–10 million differentiated THP-1 cells were stimulated with the vehicle or ligand for 1–2 h. The cells were cross-linked with 2 mM disuccinimidyl glutarate (Sigma-Aldrich) for 40 min and 1% methanol-free formaldehyde (Thermo Fisher Scientific) for 10 min. Cross-linking was terminated by adding 0.125 M glycine (Sigma-Aldrich) for 10 min. The ChIP lysis buffer (150 mM NaCl, 1 mM EDTA pH 8, 20 mM Tris–HCl pH 8, 1% Triton X-100, and 0.1% SDS was supplemented with protease inhibitors (cOmplete Mini EDTA-free protease inhibitor cocktail, Roche). The chromatin was sheared by sonication (Diagenode Bioruptor Standard) and immunoprecipitated overnight using antibodies against RARα (ab41934, Abcam), VDR (ab109234, Abcam) and Mediator complex subunit 1 (MED1) (A300-793A, Bethyl). Chromatin-antibody complexes were pulled down with magnetic beads (Protein A or G Dynabeads, Thermo Fisher Scientific), washed, and eluted. Eluted complexes were de-crosslinked overnight and purified using NucleoSpin Gel and a PCR Clean-up Kit (Macherey-Nagel). ChIP-DNA was quantified using a Qubit fluorimeter. Indexed cDNA libraries were prepared from 1 to 10 ng of ChIP-DNA using a TruSeq ChIP Sample Preparation Kit (Illumina) according to the manufacturer's instructions. Libraries were sequenced on the Illumina NextSeq 500 platform using single-end 75-cycle sequencing. The following 20 ChIP-seq datasets were generated: two replicates of VDR ChIP-seq from PMA-THP-1 cells stimulated with vehicle or 1,25-vitD (*n* = 4), two replicates of RARα ChIP-seq from PMA-THP-1 cells stimulated with vehicle or AM580 (*n* = 4), and three replicates of MED1 ChIP-seq from PMA-THP-1 cells stimulated with vehicle, AM580, 1,25-vitD or combined ligands (*n* = 12).

### Primary ChIP-seq data analysis, peak calling and normalization

The ChIP-seq data were analyzed using our ChIP-seq analysis pipeline [55], as described previously [54]. Model-based analysis of ChIP-seq version 2 (MACS2) [56] was used for predicting summits of the “peaks” using the following specific parameters: q value cutoff (*q*) = 0.001 and subpeaks deconvolved within each peak (–call-summits). Artifacts were removed using the ENCODE blacklist [57]. Regions with accession prefixes of NW and NT were excluded; only regions starting with NC (complete genomic assembly) were used for the analyses. The identified peak summits were extended by ± 100 bp to obtain binding regions. If two summits in the same dataset were closer than 200 bp, the two peaks were merged and the center of the two summits was considered the new summit. Normalized tag counts (expressed as reads per kilobase per million mapped reads, RPKM) were calculated using bamtools, bedtools, and awk. Normalized coverage values were calculated by dividing the occupancy values (RPKM) by the 90^th^ percentile of all RPKM values for the corresponding dataset. Integrative Genomics Viewer (IGV; Broad Institute [58]) was used for data browsing and creating representative snapshots. The values in the genome coverage files (BedGraphs) were normalized and converted into Tile Data Format (TDF) files using igvtools with the “toTDF” option. Read distribution (RD) plots were generated by annotatePeaks.pl (HOMER) [59] using tag directories and bed files. The histograms were visualized with Java TreeView. Peaks were associated with the TSS of the nearest gene, and the peak-to-TSS distance was calculated using the annotatePeaks.pl (Homer), incorporating the gtf-version 2.2 (genome-build GRCh38.p14, NCBI Assembly:GCF_000001405.40).

### ATAC-seq experiments, primary data analysis, peak calling, normalization, and statistical analysis

ATAC-seq was performed, as previously described with minor modifications [60]. PMA-THP-1 cells were stimulated with vehicle or AM580 for 1 h in biological duplicates. After collecting 50 000 cells in ice-cold PBS, the nuclei were isolated with ATAC lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL). Tagmentation of the nuclei was performed using the Tagment DNA TDE1 Enzyme and Buffer Kits (Illumina). Indexing was performed using the Nextera DNA library preparation kit (Illumina). After tagmentation and indexing, DNA was purified with a NucleoSpin Gel and PCR Clean-up Kit (Macherey-Nagel). Indexed DNA was amplified with Kapa Hifi Hot Start Kit (Kapa Biosystems) in nine PCR cycles. Amplified libraries were purified again with a NucleoSpin Gel and PCR Clean-up Kit (Macherey-Nagel). Fragment distribution of libraries was assessed with an Agilent Bioanalyzer and libraries were sequenced on an Illumina NextSeq 500 platform. Similar to ChIP-seq analyses, the ATAC-seq raw reads were analyzed using an analysis command line pipeline. Briefly, Burrows-Wheeler Alignment (BWA) [61] was used to align the reads with the hg38 genome assembly using default parameters and MACS2 was used for predicting ATAC-seq peaks (q-value ≤0.001). Artifacts were removed using the ENCODE blacklist. Regions with accession prefixes of NW and NT were excluded; only regions starting with NC (complete genomic assembly) were used for the analyses. For visualization, genome coverage files (BedGraphs) were generated with makeUCSCfile.pl and converted into TDF files using igvtools with the “toTDF” option. IGV was used for data browsing and creating representative snapshots. RD plots with ATAC-seq signals were generated, as previously described (see ChIP-seq data analysis). As a control set, we used randomly selected, size-matched genomic regions starting with NC (complete genomic assembly) (*n* = 5 000). An R Bioconductor package, DiffBind (version 3.19) with edgeR tool was used to identify the peaks with significantly different signals false discovery rate (FDR ≤ 0.05) by ligand treatment [62]. Volcano plots showing the comparisons of ATAC-seq signals in vehicle *versus* AM580-treated samples (fold change (FC) and FDR) were generated by DiffBind.

### Determination of consensus peak sets

The identified peaks (summits ± 100 bp) were used to determine the consensus peak sets. A peak was classified as a consensus peak if it was identified in both replicates. For this analysis, MACS2 “narrow peaks” were also included, as some regions did not have summits determined by the algorithm in one replicate, despite being detected as “narrow peaks” in the same replicate. Therefore, peaks with a summit in one replicate and a “narrow peak” in the other were also considered as consensus peaks. In the case of MED1 ChIP-seq datasets with three replicates, consensus peak sets were determined using DiffBind. For each MED1 ChIP-seq sample, summits were defined using the MACS2 tool and extended by ± 100 bp. These regions, along with the BAM files, were used as input for DiffBind with the default settings (minOverlap = 2). Using this approach, a peak was included in the consensus set if it was present in at least two replicates. The use of three replicates of MED1 allowed for more accurate statistical analysis in identifying ligand-induced signals.

### Analysis of overlap between genomic regions and ligand-induced changes in ChIP-seq datasets

To determine the overlap between ChIP-seq peaks in the cells treated with vehicle and ligand(s), and also between the datasets from different ChIP-seq factors (e.g. RARα versus MED1) and different omics data (e.g. RARα ChIP-seq versus ATAC-seq), intersectBed (bedtools) was used in two steps. First, we identified a subset in one dataset that overlapped with regions in the other dataset. Second, we identified the non-overlapping subsets for each of the two datasets. Notably, the total number of peaks in the subsets matches the original set only for the first input file when the overlapping subset is determined. For the comparison of consensus RARα (AM580) and VDR (1,25-vitD) peak sets, we used a different approach. This method treated the RARα and VDR consensus sets equally, ensuring no preference was given to either set. We merged the RARα and VDR regions from both consensus peak sets using mergeBed (bedtools), labeling the merged regions as common peaks.

An R Bioconductor package, DiffBind (version 3.19) with edgeR tool was used to identify the peaks with significantly different signals (FDR ≤ 0.05) by ligand treatment [62]. Volcano plots showing the comparisons of RARα, VDR or MED1 signals in vehicle *versus* ligand-treated samples (FC and FDR) were generated by DiffBind. Heatmaps showing various kinds of ChIP-seq data analysis were generated as described in the “RNA-seq experiments and data analysis” section.

Using DiffBind, we identified a merged peak set from 12 MED1 ChIP-seq samples (minOverlap = 3). The MED1 occupancy value (referred to as the MED1 signal) was calculated for all consensus MED1 peaks in all samples. We then compared MED1 signals (combined vs. single treatments) by calculating FCs, identifying the more effective single treatment, and performing statistical analyses (unpaired t-test) to determine p-values. This approach allowed us to identify MED1 peaks that exhibited a significantly increased signal in the combined treatment compared to the more effective single treatment (FC > 1, *P* ≤ 0.05). Finally, we identified RARα and VDR binding regions belonging to various binding clusters that were colocalized with the peaks showing significantly increased MED1 signals (both globally and within the TSS ± 25 kb of cooperatively upregulated genes).

### Terminology for genomic regions

Genomic regions identified by the MACS2 peak-calling algorithm are referred to as “peaks” or “binding regions”. The size of binding regions for RARα-only and VDR-only clusters were uniformly 200 bp. The regions in the common set were larger because they were generated by merging two or more RARα and VDR binding regions. The “peak” term also refers to a geometrical shape representing the occupancy of proteins in genome browser tracks. All binding regions for a given TF were collectively called the “cistrome”. The term “binding site” was restricted to short genomic regions, where direct physical interaction between TFs and DNA occurs. TSS positions of RefSeq genes were obtained from the University of California, Santa Cruz (UCSC) database.

### DNA motif analysis

The term “DNA motif” refers to a set of aligned sequences summarized by position weight matrices (PWMs) and visualized using motif logos. To identify the most enriched DNA motifs in the top 1 000 RARα (AM580) and VDR (1,25-vitD) ChIP-seq peaks, *de novo* motif discovery was performed using HOMER tool (findMotifsGenome.pl) with the following parameters: motif lengths of 17 and 18 bp for RARα peaks, 15 and 16 bp for VDR peaks, and a region size of 200 bp.

The occurrence of PWMs was evaluated in the various peak sets in six steps. (i) PWMs were obtained from HOMER and Jaspar databases (http://homer.ucsd.edu/homer/motif/HomerMotifDB/homerResults.html and https://jaspar2018.genereg.net/collection/core/). The selected PWMs are as follows: VDR-DR3 (GSE22484/Homer, motif 394), RARα-DR5 (MA0730.1/Jaspar), ERE-IR3 (MA0112.3/Jaspar), GRE-IR3 (GSE32465/Homer, motif 145), LXR-DR4 (GSE21512/Homer, motif 204), and PPARα-DR1 (GSE47954/Homer, motif 290). (ii) The PWM alignment scores were calculated using control sets containing randomly selected, size-matched genomic sequences from regions starting with NC (complete genomic assembly) (*n* = 5 000). Alignment scores, which reflect the similarity of sequences to the PWM, were determined using annotatePeaks.pl (HOMER). The score thresholds (cut-offs) were defined as the scores giving 5% positive matches in the control set. (iii) The binding regions in the RARα, VDR, and other cistromes with alignment scores above the thresholds were filtered and used for *de novo* motif discovery (findMotifsGenome.pl, HOMER). Regions with accession prefixes of NW and NT were excluded; only regions starting with NC (complete genomic assembly) were used for the analyses. (iv) Thresholds were calculated for the PWMs obtained from the *de novo* motif discovery using a control set (see step ii). (v) DNA motifs in the entire human genome were mapped using the PWMs and the computed score thresholds in scanMotifGenomeWide.pl (HOMER). The genomic positions of DR1, DR2, and DR5 motifs were merged to generate a file containing the positions of all putative RAREs. (vi) The prevalences of motifs in cistromes and binding clusters were determined using intersectBed (bedtools), and files with the positions of binding regions and motifs were used for the calculations.

PWMs for DR0, DR1, DR2, DR4, and DR6-DR9 were generated by modifying the spacer bases of the PWM of DR5. PWMs for IR0-IR9 were generated by modifying the spacer bases of the PWM of DR5 and by changing the orientation of one half-site. Distances between motifs were determined using closestBed (bedtools, with -d switch). Histograms from distance values were generated using ggplot2. Logos from PWMs were created by motif2Logo.pl (HOMER). Circos plots (phyton) [63] were used to display the overlap of cistromes and the fraction of regions containing two types of motifs.

## Results

### RARα and VDR binding regions overlap in PMA-THP-1 cells

The binding regions of RARα and VDR were determined using ChIP-seq in PMA-THP-1 cells stimulated for 1 hour with vehicle or selective agonists, AM580 and 1,25-vitD (Fig. 1A–C and Supplementary Fig. S1). The two replicates of ChIP-seq peaks for RARα in AM580-stimulated cells and VDR in 1,25-vitD-stimulated cells were compared. The consensus peak sets of RARα and VDR contained 5 936 and 14 505 peaks, respectively (Supplementary Fig. S1A and D). The RARα and VDR peak sets in ligand-stimulated cells were also compared with those in vehicle-stimulated cells (Supplementary Fig. S1B–C and S1E–F) and with other previously published peak sets (Supplementary Fig. S2) [36, 64, 65]. We found that agonists increased both the number of binding regions and the occupancy values, especially for VDR (Fig. 1B and C and Supplementary Fig. S1B and E). Differentially occupied regions upon ligand stimulation comprised a higher proportion of consensus peaks in the case of VDR than for RARα (Supplementary Fig. S1C and F).

**Figure 1.**
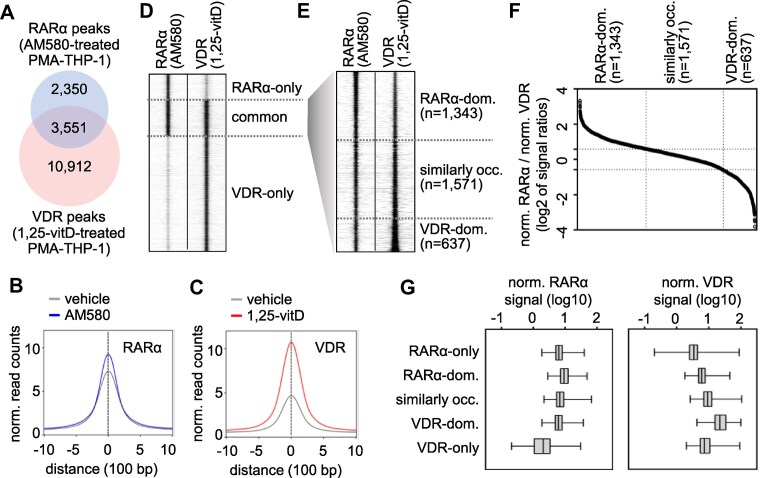
Mapping common binding regions of RARα and VDR in PMA-stimulated THP-1 cells (PMA-THP-1). (**A**) The overlap of genomic regions occupied by RARα and VDR in PMA-THP-1, as determined by ChIP-seq. The RARα and VDR binding regions were determined in PMA-THP-1 treated for 1 h with 100 nM AM580 and 100 nM 1α,25-dihydroxyvitamin D_3_ (1,25-vitD), respectively. (B and C) The normalized read counts in peak summit ± 1 000 bp of RARα (**B**) and VDR (**C**) cistromes in vehicle- and ligand-stimulated cells. (**D**) A RD plot showing the RARα and VDR ChIP-seq signals in 2 kb windows. (**E**) A RD plot indicating the RARα and VDR ChIP-seq signals in three clusters of common binding regions in 2 kb windows. RARα-dom., RARα-dominant; occ., occupied; and VDR-dom., VDR-dominant. Clusters were determined as shown on panel F. (**F**) The ratio of normalized RARα and VDR signals in the regions occupied by both RARα and VDR. Binding regions were ranked based on the ratios of RARα to VDR normalized occupancies. Using 1.5 and 0.66 cut-off values, three clusters of binding regions were determined: RARα-dominant (left), similarly occupied (middle), and VDR-dominant (right). (**G**) Box-and-whisker plots demonstrating the normalized RARα and VDR signals in the five binding clusters..

We observed that the two cistromes largely overlapped in PMA-THP-1 cells treated with their cognate ligands (Fig. 1A). In this way, the genomic regions that were occupied either by RARα or VDR in PMA-THP-1 cells could be grouped into three categories: RARα-only (∼14%), common (∼21%), and VDR-only (∼65%). The 3551 common regions for RARα and VDR represented ∼60% and ∼24% of the RARα and VDR cistromes, respectively (Fig. 1A and D). The common binding regions were grouped based on the occupancy signal intensities. The RARα and VDR signals were normalized, and the ratio between the normalized RARα and VDR occupancy values was calculated (Fig. 1E–F). Using 1.5 and 0.66 cut-off values, the regions occupied by both RARα and VDR were classified into RARα-dominant (*n* = 1 343), similarly occupied (*n* = 1 571), and VDR-dominant (*n* = 637) regions (Fig. 1E–F). Five clusters, including the three clusters of common binding regions and the two specific clusters (RARα-only and VDR-only), were used for subsequent analyses (Supplementary Table S2). The RARα and VDR occupancy values in the five clusters were determined. The occupancy values in the common binding regions were similar to or higher than the RARα-only and VDR-only clusters (Fig. 1G).

### RARα and VDR up-regulate overlapping sets of genes in PMA-THP-1

We evaluated the relationship between the binding of these receptors and gene regulation. 

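RNA of 12 samples of PMA-THP-1 cells was sequenced. THP-1 is a human monocytic cell line, and 20 nM PMA for 16 h turned it into macrophage-like cells. The cells were then treated for 6 h with vehicle, with 100 nM AM580, a RARα-selective agonist, with 100 nM 1,25-vitD, the active form of vitamin D, or with both ligands (combined treatment). Each group held 3 samples, which the paper calls replicates. The sources used here do not say that they came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The authors aligned single-end reads to hg38 with HISAT2, and the submitters' notes name DESeq normalization and a log2 scale. The values used here are thus log2 normalized read counts of 57955 genes, with a normalized count of 1 or less listed at 0. Of these genes, 24022 were listed at 0 in every sample. The worth of 1 read in each sample was estimated from the spacing of its low values. Estimated depth was 12.9 M to 22.5 M reads (median 13.7 M) in the vehicle samples, 14.0 M to 19.9 M (median 16.5 M) with AM580, 10.2 M to 23.6 M (median 23.6 M) with 1,25-vitD and 14.3 M to 17.6 M (median 15.6 M) with combined treatment. From 39.1% to 55.8% of the low values in a sample were whole reads within 0.05 reads, so the reads themselves were not recovered and no count model was used. The log2 values were tested as listed in 1 limma model with an intensity trend and a mean for each of the 4 groups. The model covered the 18810 genes with at least 10 normalized counts in at least 3 samples. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change (FC) above 1.5 or below 0.66, the cut-offs of the paper. The sources used here do not state whether counting used the strand, so reads of a gene that overlaps another gene cannot be told apart from the reads of its neighbor. Samples of 1 group differed in other ways as well. The mean log2 value of 20 marker genes of epidermal keratinocytes, led by KRT5, KRT6A, KRT10 and KRT14, ranged from 3.28 to 8.48 over the vehicle samples, from 4.26 to 7.90 with AM580, from 7.60 to 9.64 with 1,25-vitD and from 2.88 to 3.75 with combined treatment. The rank correlation across genes between a gene's deviation from its group mean and its GC content was 0.63 in AM580 replicate 1 and -0.57 in AM580 replicate 3 (genes are not independent replicates, so no test was made).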

For the correlation analysis, we first identified the genes regulated by AM580 and 1,25-vitD using RNA-seq. The number of up- or downregulated genes were as follows: AM580, *n* = 1 094; 1,25-vitD, *n* = 387; and combined treatment, *n* = 1 507. 

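With AM580, 757 genes were higher and 787 were lower than with vehicle. CYP26B1, a hydroxylase that inactivates retinoic acid, had 5.61 ± 1.36 normalized counts (SD, n = 3) with vehicle and 197 ± 44.7 (SD, n = 3) with AM580, a log2 FC of 5.14 (standard error 0.193, limma adjusted p = 2.14e-09). CD38, an ectoenzyme that degrades NAD, rose from 90.1 ± 9.59 (SD, n = 3) to 2027 ± 181 (SD, n = 3), a log2 FC of 4.49 (standard error 0.104, limma adjusted p = 5.82e-11). Other large rises were those of the monocyte chemoattractant CCL2 (log2 FC 4.09), the adaptor SLA (3.92), the flagellin receptor TLR5 (3.68) and the ephrin EFNB2 (4.21), which overlaps a gene on the opposite strand. Among the largest falls were those of XIRP1, an actin-binding protein (log2 FC -3.01), the T-box factor EOMES (-1.92) and the small GTPase RAB7B (-1.85). Of 18 genes classically induced by retinoic acid in myeloid leukemia cells, 10 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 1.08e-08, and adjusted p = 0.0413 with an estimated correlation). Examples are CD38, CCL2 and TGM2. BPI, a bactericidal granule protein whose gene overlaps others on both strands, rose too (log2 FC 5.55). It belongs to the list of neutrophil and granulocyte granule genes, which did not pass as a whole. Of its 16 tested genes, 2 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 0.997, and adjusted p = 0.998 with an estimated correlation). Of 17 genes of retinoid metabolism and its receptors, 6 were higher and 1 was lower (7 higher and 1 lower adjusted over the list alone) (camera adjusted p = 5.53e-05, and adjusted p = 0.0267 with an estimated correlation). The retinoic acid carrier CRABP2 had a log2 FC of 2.82. The member that was lower was RXRA, the heterodimer partner of both receptors (-0.83). It overlaps a gene on its own strand, and its log2 FC of -0.53 after a GC correction did not pass the FC cut-off. Of 16 genes of vitamin D metabolism and its classical targets, 3 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 1.13e-04, and adjusted p = 0.0267 with an estimated correlation). Of 21 cytokines and chemokines, 7 were higher and none was lower (8 higher and 0 lower adjusted over the list alone) (camera adjusted p = 1.13e-04, and adjusted p = 0.0580 with an estimated correlation). CXCL8 (2.05) and IL1B (1.15) were among them. Of 28 lysosomal genes, 5 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 5.53e-05, and adjusted p = 0.0528 with an estimated correlation). The legumain gene LGMN (2.01) was one of them. Of 30 cell cycle genes, 1 was lower and none was higher (the same counts adjusted over the list alone), with the list as a whole shifted down (camera adjusted p = 3.45e-04, and adjusted p = 0.0783 with an estimated correlation). Without AM580 replicate 1, 903 genes were higher and 1572 lower, without vehicle replicate 3, 639 were higher and 465 lower, and with the vehicle and AM580 samples alone in the model 560 were higher and 338 lower. A correction of each sample for GC content, chosen after the data were seen, gave 858 higher and 577 lower genes.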

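With 1,25-vitD, 244 genes were higher and 106 were lower than with vehicle. The number of lower genes was 64 without vehicle replicate 1, 68 without vehicle replicate 2 and 67 without 1,25-vitD replicate 1. CD14, a co-receptor for lipopolysaccharide, rose from 21.4 ± 4.21 normalized counts (SD, n = 3) to 660.0 ± 36.1 (SD, n = 3), a log2 FC of 4.96 (standard error 0.151, limma adjusted p = 4.23e-10). CYP24A1, the hydroxylase that inactivates 1,25-vitD, was listed at 0 in all vehicle and all AM580 samples and had 239 ± 22.6 normalized counts (SD, n = 3) with 1,25-vitD. The semaphorin SEMA6B (log2 FC 4.62), the sulfotransferase SULT1C2 (4.15), the lipolysis inhibitor G0S2 (3.48) and CLMN (3.78), which overlaps a gene on its own strand, also rose. CYP26B1, the retinoic acid hydroxylase, was higher with 1,25-vitD as well (log2 FC 4.27). Among the largest falls were those of XIRP1 (-2.10), the fractalkine receptor CX3CR1 (-1.75), the chemokine CCL21 (-1.07) and the scavenging chemokine receptor ACKR3 (-1.05). Of 16 genes of vitamin D metabolism and its classical targets, 10 were higher and none was lower (11 higher and 0 lower adjusted over the list alone) (camera adjusted p = 1.57e-28, and adjusted p = 5.58e-05 with an estimated correlation). The transcription factor CEBPB (1.25), which overlaps a gene on the opposite strand, and the integrin ITGAM (1.43) rose too. Of 30 cell cycle genes, none was called in either direction (0 higher and 1 lower adjusted over the list alone), and the list as a whole was shifted down (camera adjusted p = 5.13e-08, and adjusted p = 0.0414 with an estimated correlation). Of 25 genes of extracellular matrix remodelling, 5 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 0.00332, and adjusted p = 0.141 with an estimated correlation). Of 21 cytokines and chemokines, 4 were higher and none was lower (5 higher and 0 lower adjusted over the list alone) (camera adjusted p = 0.00396, and adjusted p = 0.141 with an estimated correlation). The list of pattern recognition receptors and inflammasome genes was shifted down (camera adjusted p = 0.0328, and adjusted p = 0.141 with an estimated correlation), with 1 of its 25 tested genes higher and 0 lower (2 higher and 1 lower adjusted over the list alone).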

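With combined treatment, 1051 genes were higher and 1080 were lower than with vehicle. CYP26B1 reached 1365 ± 44.1 normalized counts (SD, n = 3), a log2 FC of 7.95 (standard error 0.193, limma adjusted p = 1.64e-11). CD14 had 1034 ± 97.4 (SD, n = 3), a log2 FC of 5.60 (standard error 0.151, limma adjusted p = 4.37e-11), and SEMA6B had a log2 FC of 6.65. CD38 was at 2120.0 ± 154 normalized counts (SD, n = 3), a log2 FC of 4.56. CYP24A1 had 173 ± 32.3 normalized counts (SD, n = 3). Among the largest falls were those of XIRP1 (-4.41), CX3CR1 (-3.11), the membrane-associated protein SHROOM2 (-3.09) and tissue factor F3 (-3.05). Among the largest falls were also KRT6C (-4.48) and KRT6B (-3.88). Both followed the keratinocyte markers within groups, and both calls were lost without vehicle replicate 2, without vehicle replicate 3 and without combined replicate 2. Of the genes that followed those markers, 20 were among the genes lower with combined treatment and 1 was among those higher. The keratinocyte marker mean was 6.50 in the vehicle group and 3.32 in the combined group. Of 16 genes of vitamin D metabolism and its classical targets, 11 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 3.97e-17, and adjusted p = 3.88e-04 with an estimated correlation). Of 18 genes classically induced by retinoic acid in myeloid leukemia cells, 10 were higher and 1 was lower (the same counts adjusted over the list alone) (camera adjusted p = 8.38e-07, and adjusted p = 0.0692 with an estimated correlation). Of 17 genes of retinoid metabolism and its receptors, 6 were higher and 2 were lower (the same counts adjusted over the list alone) (camera adjusted p = 8.71e-04, and adjusted p = 0.0521 with an estimated correlation). Of 21 cytokines and chemokines, 10 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 2.91e-04, and adjusted p = 0.0832 with an estimated correlation). CXCL8 had a log2 FC of 2.31 and IL1B of 1.27. Of 27 surface markers of monocytes and macrophages, 10 were higher and 3 were lower (the same counts adjusted over the list alone) (camera adjusted p = 0.00749, and adjusted p = 0.0692 with an estimated correlation). Of 28 lysosomal genes, 7 were higher and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 0.00146, and adjusted p = 0.113 with an estimated correlation). Of 30 cell cycle genes, 6 were lower and none was higher (the same counts adjusted over the list alone) (camera adjusted p = 1.62e-06, and adjusted p = 0.0542 with an estimated correlation).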

Differentially expressed gene lists are provided in Supplementary Table S3 and were compared in Supplementary Fig. S3A and B. We also compared the lists of upregulated genes by AM580 and 1,25-vitD and determined the following sets: upregulated by AM580-only (*n* = 537), upregulated by both ligands (*n* = 91), and upregulated by 1,25-vitD-only (*n* = 158) (Fig. 2A and B and Supplementary Fig. S3C). 

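Of the genes higher with a single ligand, 671 were called with AM580 alone, 158 with 1,25-vitD alone and 86 with both. The genes raised by both ligands included the thrombomodulin gene THBD (log2 FC 2.19 with AM580 and 1.76 with 1,25-vitD), LRG1, a secreted leucine-rich glycoprotein whose gene overlaps another on its own strand (1.92 and 1.36), and CEBPB (1.31 with AM580). Another 36 genes were lower with both ligands (22 without 1,25-vitD replicate 1 and 23 without vehicle replicate 1), among them RGMB, a BMP co-receptor whose gene overlaps another on the opposite strand (-1.76 and -1.22), and the prostaglandin receptor PTGER2 (-1.14 and -1.58). Independent lists of these sizes would share 9.82 higher and 4.43 lower genes. In 100 draws, all samples were simulated without a ligand effect, and both ligand groups were set against 1 simulated vehicle group. No gene was raised by both. Without any effect few calls can arise, so this 0 does not test the overlap. With 3 vehicle samples, no division leaves at least 2 in each part, so part of the excess may come from the shared controls. Across the 18810 genes, which are not independent replicates, the log2 FCs of the ligands had a correlation of 0.168 (mean 0.499 in the simulation). Their covariance was 0.0359 (0.0404 in the simulation), a difference of -0.00448. The simulated correlation comes from the shared vehicle group alone and is set by the design. The lower observed value therefore does not show that the responses to the ligands are less alike than by chance. The effect of each ligand was also compared between samples without and with the other ligand, a comparison that shares no sample. Of 1992 genes called for AM580 in either setting, 1864 (93.6%) had the same sign in both, and of 1799 genes called for 1,25-vitD, 1649 (91.7%) did. The interaction term of the model passed the test for 7 of the former and 6 of the latter, so for the other genes a difference between the settings was not shown. Without AM580 replicate 1 the number of genes with an interaction was 284, and the same sign was found for 80.6% of 2991 genes for AM580 and 86.5% of 3102 for 1,25-vitD. For 1,25-vitD it was found for 94.8% of 1143 genes without combined replicate 1 and 95.9% of 878 without combined replicate 2. With a block for sample depth, chosen after the data were seen, the shares were 89.4% of 2153 genes for AM580 and 83.9% of 1920 for 1,25-vitD. From 1,25-vitD to combined treatment, 95 of the 550 lower genes and 0 of the 588 higher genes followed the keratinocyte markers. Without the genes that followed those markers, the share for AM580 was 93.1% of 1918 genes.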

The upregulated genes included previously identified retinoid- and vitamin D-responsive genes, for some of which the response elements were characterized [66–77]. These genes included *PTGES* and *DHRS3* (upregulated by AM580-only), *CAMP* and *CD274* (upregulated by 1,25-vitD-only), and *FBP1*, *HBEGF*, *TGM2*, and *RAB20* (upregulated by both ligands) (Fig. 2B). 

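PTGES and DHRS3 were higher with AM580, CAMP and CD274 were higher with 1,25-vitD, and FBP1, HBEGF, TGM2 and RAB20 were higher with each ligand and higher still with combined treatment. Positions are on hg38 from the GENCODE release 44 annotation, and levels are normalized counts (mean ± SD, n = 3). PTGES encodes a prostaglandin E synthase (ENSG00000148344, chromosome 9, 129738331 to 129753042, minus strand). Its level was 3.49 ± 2.04 with vehicle, 657 ± 52.4 with AM580, 1.51 ± 1.58 with 1,25-vitD and 703 ± 15.1 with combined treatment. This is a log2 FC of 7.81 (standard error 0.487, limma adjusted p = 2.25e-07) with AM580, from a vehicle level near the floor of the values. DHRS3 encodes an enzyme that reduces retinaldehyde (ENSG00000162496, chromosome 1, 12567910 to 12618210, minus strand). It was at 614 ± 38.9 with vehicle, 2956 ± 234 with AM580, 497 ± 49.6 with 1,25-vitD and 3164 ± 253 with both ligands, and its log2 FC with AM580 was 2.27 (standard error 0.0971, limma adjusted p = 6.93e-09). CAMP encodes the antimicrobial peptide cathelicidin (ENSG00000164047, chromosome 3, 48223347 to 48225491, plus strand). Its levels were low, 1.88 ± 1.76 with vehicle and 31.1 ± 6.87 with 1,25-vitD, a log2 FC of 3.96 (standard error 0.473, limma adjusted p = 2.74e-04). CD274 encodes the immune checkpoint ligand PD-L1 (ENSG00000120217, chromosome 9, 5450503 to 5470566, plus strand) and went from 14.0 ± 7.20 to 76.7 ± 3.27 with 1,25-vitD, a log2 FC of 2.58 (standard error 0.340, limma adjusted p = 5.78e-04). With AM580 the log2 FC of CD274 was 0.38 (adjusted p = 0.489, limma). FBP1 encodes a gluconeogenic bisphosphatase (ENSG00000165140, chromosome 9, 94603133 to 94640249, minus strand), and reads from a gene on the opposite strand cannot be told apart from its own. FBP1 had 194 ± 19.5 with vehicle, 907 ± 77.0 with AM580, 2291 ± 129 with 1,25-vitD and 4737 ± 288 with combined treatment. HBEGF encodes an EGF receptor ligand (ENSG00000113070, chromosome 5, 140332843 to 140346603, minus strand) and rose from 717 ± 18.9 to 3084 ± 149, 5074 ± 155 and 7968 ± 238 in the same order. Log2 FCs with AM580 and with 1,25-vitD were 2.22 and 3.56 for FBP1 and 2.10 and 2.82 for HBEGF. TGM2 encodes a transglutaminase (ENSG00000198959, chromosome 20, 38127385 to 38166578, minus strand) and overlaps a gene on the opposite strand. It went from 235 ± 9.30 to 1905 ± 465 with AM580 and 434 ± 44.1 with 1,25-vitD, where its log2 FC was 0.88 (standard error 0.147, limma adjusted p = 0.00404), and it was at 3084 ± 156 with combined treatment. RAB20 encodes a small GTPase (ENSG00000139832, chromosome 13, 110523066 to 110561722, minus strand) with levels of 33.2 ± 2.56, 175 ± 33.1, 156 ± 10.3 and 473 ± 11.6 in that order, and log2 FCs of 2.39 with AM580 and 2.24 with 1,25-vitD.

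**Figure D1:**
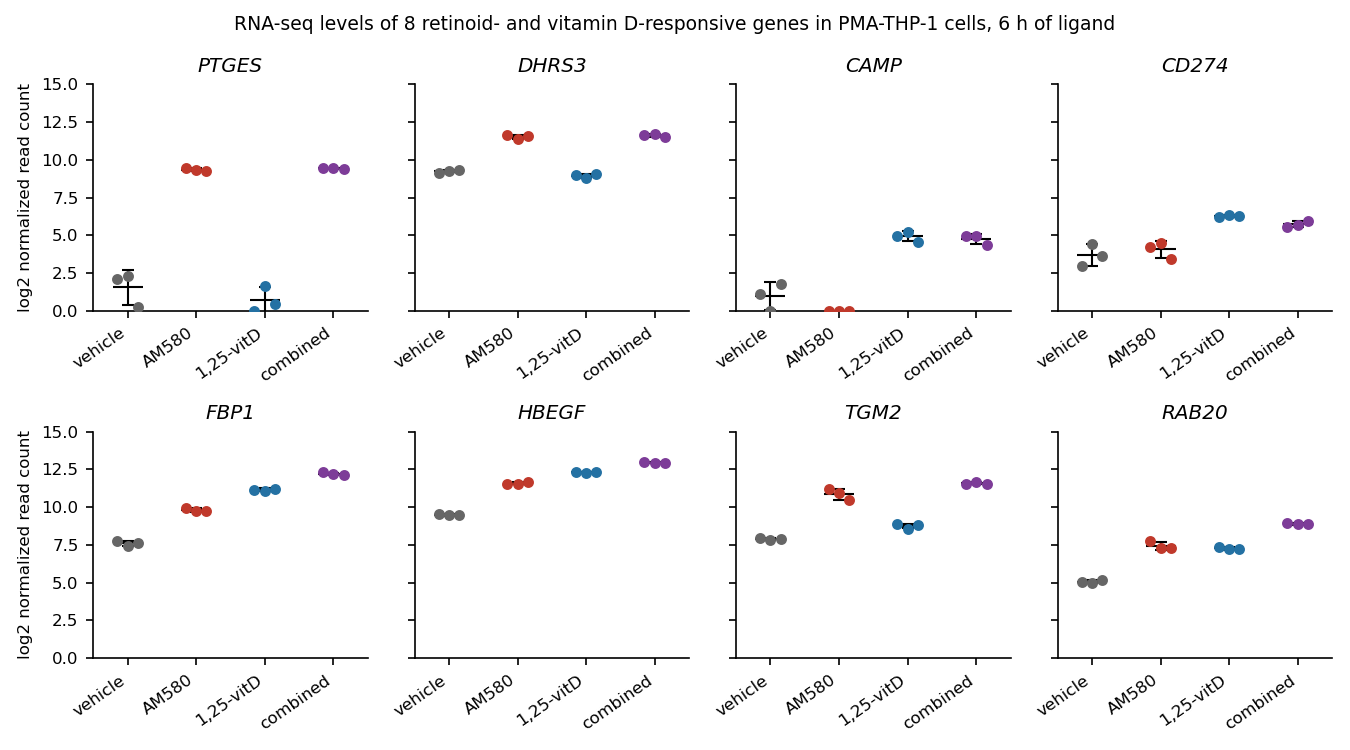
Log2 normalized count of the 8 genes in each sample, by treatment, where points are samples, lines with bars are means ± SD (n = 3), 0 stands for a normalized count of 1 or less and lower bars end at 0. PTGES and DHRS3 lie higher in all samples with AM580, CAMP and CD274 in all samples with 1,25-vitD, and the other 4 genes in all samples with either ligand.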

The ratios of the FCs induced by the combined treatment versus the more effective single ligand were also calculated. The results indicated that many commonly regulated genes were induced in a cooperative manner upon combined treatment (Fig. 2C and Supplementary Fig. S3D). 

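The genes raised by both ligands had a higher median ratio of combined treatment to the more effective single ligand than the genes raised by 1 ligand alone. Over the 86 genes raised by both, the median ratio was 1.35 (quartiles 1.15 and 1.60), and 9 of the 86 had a ratio below 1. Over the 671 AM580-only genes it was 0.868 (quartiles 0.741 and 1.04), with 473 below 1, and over the 158 1,25-vitD-only genes it was 0.992 (quartiles 0.849 and 1.16), with 83 below 1. In the set raised by both ligands, LRG1 had a ratio of 3.06, the lysosomal membrane protein DRAM1 of 2.27 (its gene overlaps another on the opposite strand), FBP1 of 2.07, TGM2 of 1.65, THBD of 1.58 and HBEGF of 1.57. The log2 ratio of TGM2 was 0.52 without AM580 replicate 3 and that of THBD was 0.48 after the GC correction, both below the cut-off of 1.5 for the ratio. A ratio above 1.5 was found for 27 genes raised by both (31.4% of the set), and for all 27 the difference between combined treatment and the more effective ligand passed the cooperation test. A ratio above 1.5 was also found for 31 AM580-only genes and 9 1,25-vitD-only genes. The sets and the ratios use the same ligand samples, so they are not independent, and no test across genes was made. In the paper's reading of these ratios, many genes regulated by both ligands were induced cooperatively upon combined treatment (Fig. 2C).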

We identified 57 genes including 48 protein-coding genes that were cooperatively upregulated by the two ligands (Fig. 2D and Supplementary Table S3). 

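By the steps the paper describes, with limma in place of its tests, 59 genes were cooperatively upregulated, 53 of them protein-coding. With the tests the paper names, as an alternative, the count was 58. The step between the more effective single ligand and combined treatment was tested with limma at an unadjusted p of at most 0.05 and a ratio of at least 1.5. The largest ratios were those of CYP26B1 (7.04), SEMA6B (4.09), the lipid droplet protein PLIN5 (4.00), which overlaps a gene on its own strand, and the metalloproteinase ADAMTS14 (3.92). CYP26B1 had 107 ± 14.4 normalized counts (SD, n = 3) with 1,25-vitD, and its step from AM580 to combined treatment had a log2 FC of 2.82 (standard error 0.193, limma adjusted p = 2.65e-06). SEMA6B was at 48.1 ± 10.2 normalized counts with vehicle, 233 ± 114 with AM580, 1170.3 ± 125 with 1,25-vitD and 4784 ± 462 with combined treatment (SD, n = 3 each), and its step from 1,25-vitD to combined treatment had a log2 FC of 2.03 (standard error 0.286, limma adjusted p = 4.10e-04). RAB20 had a ratio of 2.72 and CEBPB of 2.46. PLIN5 was called with 1,25-vitD against vehicle (log2 FC 2.44), a call lost without vehicle replicate 1 and without each of the 1,25-vitD replicates. Of the 59 genes, 27 were raised by both single ligands, which is 31.4% of that set. With Benjamini-Hochberg adjustment of the step over only the genes called higher with AM580 or 1,25-vitD, 52 genes passed.

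**Figure D2:**
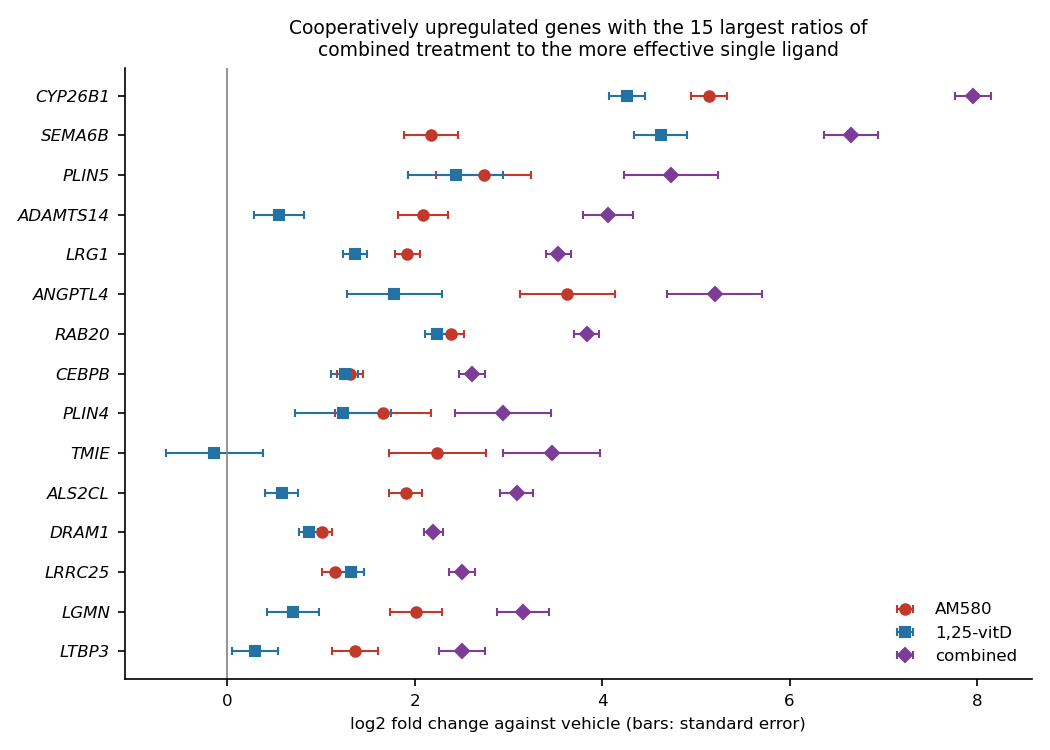
Log2 FC against vehicle with AM580, 1,25-vitD and combined treatment for the 15 cooperatively upregulated genes with the largest ratios, where points are limma estimates and bars are standard errors (n = 3 samples per group). CYP26B1 lies at 7.95 with combined treatment, above its values of 5.14 with AM580 and 4.27 with 1,25-vitD.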

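Of the 59 cooperatively upregulated genes, 25 were called higher with AM580 alone and 7 with 1,25-vitD alone, 32 in all. This number was 18 without AM580 replicate 3 and 14 after the GC correction. ADAMTS14 had a log2 FC of 2.09 (standard error 0.268, limma adjusted p = 1.51e-04) with AM580, 0.55 (adjusted p = 0.373, limma) with 1,25-vitD and 4.06 (standard error 0.268, limma adjusted p = 2.21e-07) with combined treatment. The lipase inhibitor ANGPTL4 had log2 FCs of 3.63 with AM580, 1.78 with 1,25-vitD and 5.20 with combined treatment. It was called with 1,25-vitD too without vehicle replicate 2 and without AM580 replicate 3. LGMN had log2 FCs of 0.70 with 1,25-vitD (adjusted p = 0.239, limma) and 3.15 with combined treatment. ALS2CL had 1.90 with AM580, 0.58 with 1,25-vitD and 3.09 with combined treatment. CLMN was called with 1,25-vitD and not with AM580 (log2 FC 0.58), although it was called with AM580 without vehicle replicate 1 and without AM580 replicate 1. With combined treatment its log2 FC was 4.54. A call with 1 ligand and not with the other is not a test of the difference between the ligands. The ratio was above 1.5 and the step passed the test in 3.73% of the AM580-only genes and 4.43% of the 1,25-vitD-only genes.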

Notably, many of these genes (*n* = 22) were upregulated exclusively by either AM580 or 1,25-vitD but they exhibited cooperative regulation. The mRNA expression time courses for representative genes were determined using RT-qPCR. These results indicated that the cooperation between the two ligands was detected at early time points (2–3 h) in the expression of commonly regulated representative genes (*FBP1*, *HBEGF*, *RAB20*, and *TGM2*) (Fig. 2E and Supplementary Fig. S3E).

**Figure 2.**
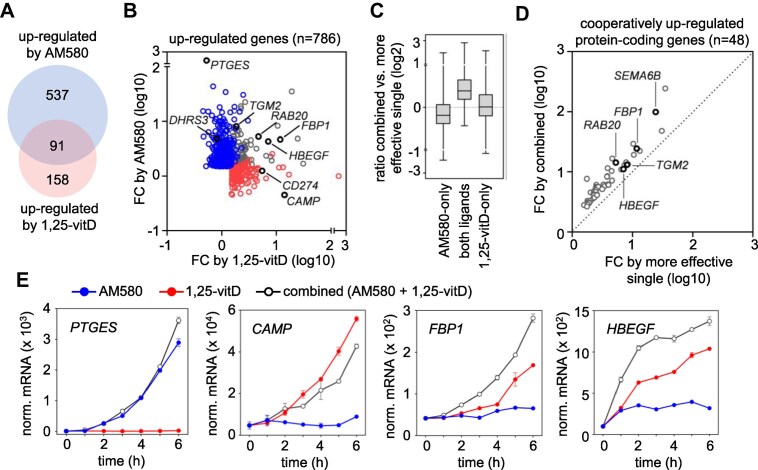
Identification of genes upregulated by RARα and/or VDR agonists in PMA-THP-1 cells. (**A**) The overlap of gene sets upregulated by RARα and VDR agonists in PMA-THP-1, as determined by RNA-seq. Cells were stimulated by agonists or vehicle for 6 hours. (**B**) The FCs induced by AM580 and 1,25-vitD are shown in a scatter plot. Gene sets are color-coded as follows: upregulated by AM580-only (blue), by both ligands (grey); and by 1,25-vitD-only (red). Representative genes for each gene set are indicated on the plot. (**C**) Box-and-whisker plot showing the effects of the combined treatments over the more effective single treatments. The ratios of FCs induced by combined treatment with AM580 and 1,25-vitD versus the more effective single treatments were calculated for each gene. (**D**) A scatter plot showing fold induction values of cooperatively upregulated protein-coding genes by the combined treatment versus the more effective single ligand. For each gene, the more effective single ligand was selected by comparing mRNA levels from samples treated with either AM580 or 1,25-vitD. The mRNA levels corresponding to the more effective ligand were then compared to the levels observed in cells treated with a combination of both ligands. Representative cooperatively upregulated genes are indicated on the plot. (**E**) Time courses of the mRNA expression of four representative genes measured by RT-qPCR in PMA-THP-1 treated with AM580, 1,25-vitD, or both agonists (combined). Expression levels were normalized to *PPIA*. One representative experiment out of three is shown. Values are expressed as the mean of technical triplicates ± SD of the mean.

### Common binding regions are frequently (but not exclusively) annotated with genes upregulated by both AM580 and 1,25-vitD

The relationship between gene induction and the binding patterns of RARα and VDR was evaluated using two approaches. First, the binding regions were annotated with the closest gene and the regulation of the annotated genes was investigated (Fig. 3A and Supplementary Table S2). In ∼56% of the RARα- and/or VDR-occupied regions, the distance to the closest gene was less than 20 kb, consistent with a previous study [33] (Supplementary Fig. S4A). Most of the binding regions in the five clusters (79–89%) were annotated with genes that were not regulated (Fig. 3B). Notably, the rest of the binding regions were annotated with both upregulated and downregulated genes. In the binding regions that were annotated with upregulated genes, the binding pattern of RARα and VDR correlated with gene induction by the cognate ligands. The RARα-only and RARα-dominant binding clusters were annotated more frequently with genes upregulated only by AM580 compared with the other binding clusters. Similarly occupied binding regions were annotated with all three types of upregulated genes. The VDR-only and VDR-dominant binding regions were annotated more frequently with genes upregulated only by 1,25-vitD compared with other binding clusters (Fig. 3B). We found that a considerable fraction of the VDR-only (3.7%) and VDR-dominant (4.3%) clusters were associated with genes regulated only by AM580 (Fig. 3B). The fold induction values by AM580 were the highest for the genes annotated to RARα-only and RARα-dominant regions. Similarly, the fold induction values by 1,25-vitD were the highest for genes annotated to VDR-only and VDR-dominant regions (Supplementary Fig. S4B).

**Figure 3.**
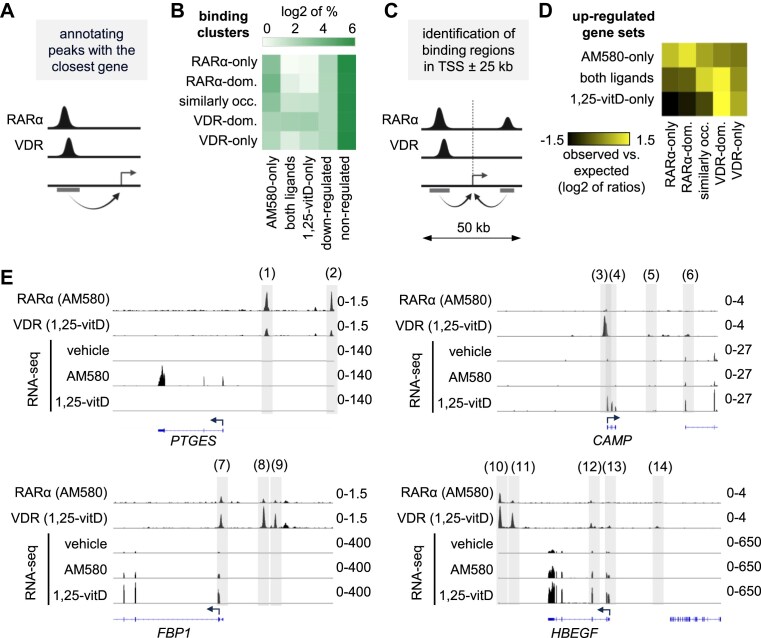
The relationship between gene induction and occupancy of RARα and VDR. (**A**) A schematic view of peak annotation. (**B**) A heatmap showing the proportion of various gene sets identified as the closest genes to RARα and VDR binding clusters. The closest gene was determined for all peaks and the proportions of various gene sets were calculated separately for each binding cluster. (**C**) A schematic view of the approach to map binding regions in the TSS ± 25 kb of the upregulated genes. (**D**) The enrichment of binding region clusters in the TSS ± 25 kb of genes belonging to the three gene sets: upregulated by AM580-only, upregulated by both ligands, and upregulated by 1,25-vitD-only. Enrichment was calculated by dividing the actual number of occurrences by the expected number of occurrences (observed/expected) for each category. (**E**) IGV snapshots showing representative genes upregulated by AM580-only (*PTGES*), 1,25-vitD-only (*CAMP*), or by both ligands (*FBP1* and *HBEGF*) in PMA-THP-1. The tracks display normalized ChIP-seq and RNA-seq data. The binding regions in TSS ± 25 kb belong to the following clusters: RARα-dominant [1, 2], similarly occupied [12], VDR-dominant [4, 7, 8, 10, 11], and VDR-only [3, 5, 6, 9, 13, 14].

In the second approach, the enrichment of different types of binding regions was assessed in the TSS ± 25 kb window of upregulated genes (Fig. 3C and Supplementary Table S4). The number of binding regions in TSS ± 25 kb for genes regulated by both ligands was higher than the number of binding regions for the other two gene sets (Supplementary Fig. S4C). The observed versus expected ratios were calculated to determine the representation of binding clusters in the TSS ± 25 kb window of various upregulated gene sets (Fig. 3D). The ratios were calculated by dividing the actual number of occurrences by the number of expected occurrences. (The expected occurrences were calculated from the number of all identified binding regions and the size of the clusters). The enrichment analysis and representative upregulated genes are shown in Fig. 3D–E. The RARα-only and RARα-dominant binding regions were over-represented in the TSS ± 25 kb of genes upregulated by AM580-only (Fig. 3D). The VDR-only and VDR-dominant binding regions were over-represented in the TSS ± 25 kb of genes upregulated by 1,25-vitD-only (Fig. 3D). The similarly occupied and VDR-dominant binding regions were over-represented in TSS ± 25 kb regions of genes upregulated by both agonists (Fig. 3D). Collectively, our results indicated that common binding regions play an important role in the regulation of genes induced by both ligands. However, they were not exclusively annotated with such upregulated genes, suggesting that common binding did not necessarily correlate with the regulatory capacity of both receptors.

### MED1 is recruited in a ligand-responsive manner at many RARα and VDR common binding regions.

The activity of gene regulatory regions can be assessed by various measurements, including histone tail acetylation, co-activator occupancy, and enhancer RNA (eRNA) expression. In this study, the genome-wide occupancy of Mediator complex subunit 1 (MED1) was determined using ChIP-seq and eRNA expression was analyzed in selected binding regions using RT-qPCR.

MED1 (also known as TRAP220 or DRAP205) is a subunit of the Mediator complex, which is recruited by many NRs, including RARs and VDR [78–81]. The Mediator complex participates in the promotion of the preinitiation complex assembly and phosphorylation of RNA Polymerase II [82]. High MED1 levels are associated with super-enhancers and regions occupied by multiple TFs [83–85]. We concluded that MED1 could be used to evaluate the activity of binding regions. ChIP-seq experiments were conducted using an antibody against MED1 in PMA-THP-1 treated with vehicle, AM580, 1,25-vitD, or combined agonists for 2 h. We could identify 36 629 and 33 645 MED1-occupied regions in cells treated with AM580 and 1,25-vitD, respectively (Supplementary Fig. S5A-B). The regions where significant differences between the conditions with respect to the MED1 signals were identified (Supplementary Fig. S5), were used for five types of analyses.

First, the overlap between various RARα/VDR and MED1 peak sets was determined. We found that most RARα and VDR peaks (84% and 63%, respectively) were overlapping with MED1 peaks (Supplementary Fig. S5A and B). Notably, MED1 was recruited in a ligand-responsive manner at only 13% of RARα peaks (AM580-treated cells) and 6% of VDR peaks (1,25-vitD-treated cells) (Fig. 4A). Second, we determined the regions belonging to various binding clusters where MED1 was recruited in a ligand-dependent manner (Fig. 4B and Supplementary Fig. S5F). The regions where MED1 was recruited in a ligand-responsive manner (MED1 signals induced by AM580, 1,25-vitD, or combined treatment) were more frequent in the common binding cluster than in the RARα-only and VDR-only clusters. Notably, 26% of peaks in the common clusters were associated with induced MED1 signals in response to combined treatment compared with 12% for RARα-only and 10% for VDR-only clusters (Fig. 4B). Third, the common binding regions associated with various gene sets were analysed with respect to the MED1 signals (Fig. 4C). The analyzed gene sets included three upregulated gene sets (AM580-only, both ligands, and 1,25-vitD-only, Fig. 2A), non-regulated highly expressed genes (*n* = 250), and downregulated genes (*n* = 559). 

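The genes that the paper lists as not regulated were highly expressed in these samples. All 250 were found and tested, and their median mean log2 value of 13.3 lies at percentile 99.2 of the genes tested. Their median absolute log2 FC over the comparisons with vehicle was 0.109. Of the 250, 12 genes were called in at least 1 comparison. With AM580, 2 were lower, PLEC, a cytoskeletal linker (log2 FC -1.34), and FSCN1, an actin-bundling protein (-0.70). With 1,25-vitD none was called. With combined treatment, 9 were lower, among them the TGF-beta receptor TGFBR1 (-0.92), the transcriptional co-regulator CITED2 (-0.90) and the syndecan SDC2 (-0.80), and 1 was higher. The paper chose this list on these samples, so its small changes are not independent evidence. Without AM580 replicate 1, 20 of the 250 genes were called. Among downregulated genes, 857 were lower with AM580 or with 1,25-vitD (537 without vehicle replicate 3 and 1652 without AM580 replicate 1).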

The counts of common peaks were normalized by the total counts of all peaks detected within TSS ± 25 kb of the genes in the analyzed sets. When analyzing the enrichment of common binding regions regardless of MED1 signals, a similar or only slightly higher enrichment was detected in genes upregulated by both ligands compared to the other gene sets (Fig. 4C, upper chart). Notably, considerable differences emerged when analysing common binding regions where MED1 signals were significantly induced by the combined treatment relative to the vehicle (Fig. 4C, lower chart). These common regions were almost absent in non-regulated and downregulated genes and their prevalence was higher in the gene set upregulated by both ligands compared to the AM580-only and 1,25-vitD-only gene sets. Fourth, we investigated MED1 binding within TSS ± 25 kb of the protein-coding genes that were upregulated cooperatively by the two ligands. (The fold induction of these 48 genes by ligand treatments is shown in Fig. 2D.) 

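All 59 cooperatively upregulated genes were higher with combined treatment than the sum of the effects of the single ligands would give, and 34 of the 59 were above the product of their FCs. The genes were selected for a combined level of at least 1.5 times that with the more effective ligand, which favors levels above the sum where the other ligand changes little, so these counts are no test of additivity. The sum was taken as the vehicle level plus the rises with AM580 and with 1,25-vitD in normalized counts. CYP26B1 had 1365 normalized counts with combined treatment against 298 for the sum, but its combined log2 FC lay below the product (interaction -1.45, limma adjusted p = 0.217). SEMA6B had 4784 normalized counts with combined treatment against 1355 for the sum, RAB20 had 473 normalized counts with combined treatment against 299 for the sum and LRG1 had 4489 normalized counts with combined treatment against 2103 for the sum. LRG1 overlaps a gene on its own strand. The interaction term was -0.79 for RAB20 and 0.25 for LRG1 on the log2 scale. Among all genes tested, 7 passed the adjusted test for the interaction term, of which only FBP1, HBEGF and THBD belong to the 59. All 7 had a combined level below the product. This direction did not hold in every setting. Without AM580 replicate 1, 189 genes were above and 95 below the product, and without 1,25-vitD replicate 2, 18 were above and 7 below. Of the 18810 genes tested, 1944 had an unadjusted limma p under 0.05 for the interaction term, a count that includes those expected by chance. Being above the sum or the product is a count of estimates, not a test of each gene.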

We found that overall MED1 signals were higher in samples treated with the combined ligands compared to those treated with AM580 or 1,25-vitD, within ± 25 kb of many protein-coding genes that were cooperatively upregulated (Fig. 4D and Supplementary Fig. S5G).

**Figure 4.**
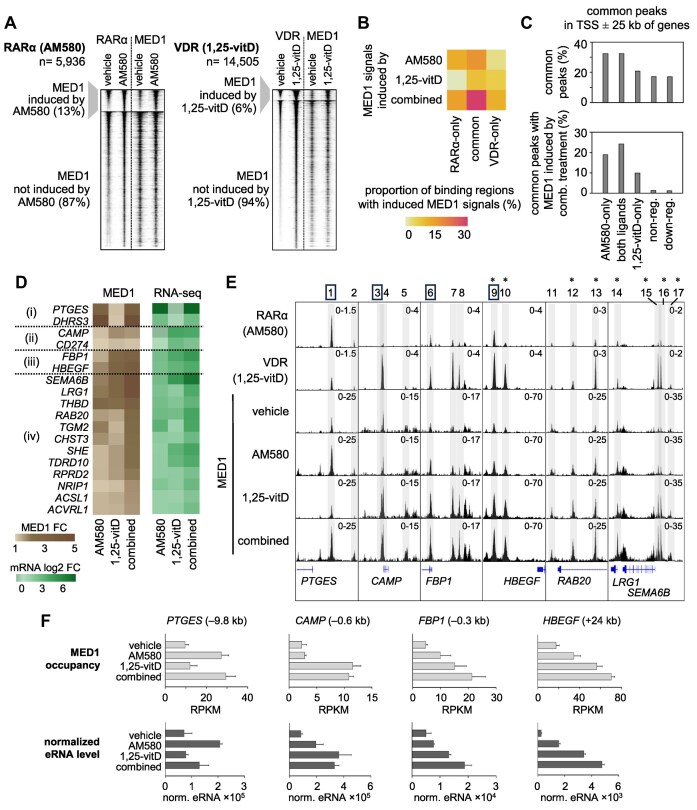
Evaluation of the activity of RARα and VDR binding regions by measuring MED1 occupancy genome-wide and eRNA levels at representative binding regions (**A**) RD plots show the colocalization of MED1 with RARα (left) and VDR (right) peaks in vehicle- or ligand-stimulated cells within 2 kb window. The binding regions of RARα and VDR were classified based on the MED1 induction after ligand treatment. Significantly increased MED1 signals (DiffBind FDR ≤ 0.05) were detected in the case of 13% and 6% of all RARα (AM580) and VDR (1,25-vitD) peaks, respectively. (**B**) The proportion of RARα-only and VDR-only clusters, as well as common binding regions (RARα-dominant, similarly occupied, VDR-dominant) with significant induced MED1 signal (DiffBind, FDR ≤ 0.05) upon treatment with AM580, 1,25-vitD or both ligands (combined). (**C**) Prevalence of common binding regions in the TSS ± 25 kb of genes belonging to various gene sets. The graphs show the prevalence of all common peaks (top), and common peaks with MED1 signals significantly increased (DiffBind, FDR ≤ 0.05) by combined (comb.) treatment (AM580 + 1,25-vitD) (bottom). The peak counts were normalized by the total number of peaks in the regions. Non-reg., non-regulated; down-reg., downregulated. (**D**) Heatmaps displaying fold induction values of MED1 occupancy (left) and log 2 fold induction values of mRNA levels (right) for representative genes. The representative genes include genes upregulated by (i) AM580 only, (ii) 1,25-vitD only, or (iii) both ligands. The data for several genes that were cooperatively upregulated are also displayed (iv). The MED1 occupancy was calculated within TSS ± 25 kb of genes in ChIP-seq datasets from cells treated with vehicle, AM580, 1,25-vitD, or combined ligands (AM580 + 1,25-vitD). (**E**) IGV snapshots showing representative genes upregulated by AM580-only (*PTGES*), 1,25-vitD-only (*CAMP*), or by both ligands in a cooperative manner (*FBP1 and HBEGF, RAB20, LRG1 and SEMA6B*). The tracks display RARα, VDR, and MED1 ChIP-seq data. The highlighted binding regions belong to RARα-dominant [1, 2], similarly occupied [11, 14], VDR-dominant [4, 6, 7, 9, 10, 12, 13, 15, 16], and VDR-only [3, 5, 8, 17]. The regions selected for eRNA measurements are indicated by squares. Binding regions that were co-localized with MED1 peaks, where the signals were significantly higher (*P* ≤ 0.05) in samples treated with both ligands (combined, comb.) than in samples treated with any single ligand, are indicated by asterisks. For statistical analysis, the more effective single ligand for each binding region was determined, and the signal values corresponding to that ligand were used for the calculation. (**F**) The MED1 occupancy and normalized (norm.) eRNA expression at representative binding sites as measured by ChIP-seq and RT-qPCR, respectively. The MED1 occupancy for each region is expressed as the mean RPKM ± SD of three replicates of samples treated with vehicle or agonist(s) for 2 h. The eRNA expression was measured after a 6-h treatment with vehicle or agonist(s) and were normalized to *PPIA* mRNA expression. One representative experiment out of three is shown and values are expressed as the means of technical triplicates ± SD.

Fifth, we analysed the RARα and VDR binding regions where MED1 was recruited cooperatively upon combined treatment (AM580 + 1,25-vitD). We found that the regions where MED1 was recruited cooperatively overlapped with regions belonging to all three binding categories (RARα-only, common and VDR-only). We determined the proportions of binding categories in the cooperative MED1 subset overlapping with RARα or VDR peaks (Supplementary Fig. S5H). We found the prevalences of binding categories in this MED1 subset and the merged cistrome (Fig. 1A) differed. The common binding category was overrepresented (43% versus 21%), while the other two categories were underrepresented (8% versus 14% for RARα-only, and 49% versus 65% for VDR-only) among the regions where MED1 was recruited cooperatively upon combined treatment. We were interested in how single and combined ligand treatments induce the MED1 recruitment at binding regions localized within TSS ± 25 kb of cooperatively upregulated genes. In total, 104 RARα and VDR binding regions were localized within TSS ± 25 kb of cooperatively upregulated genes (Supplementary Fig. S5I). Among them, in 11 regions (mainly common binding regions), MED1 was recruited cooperatively upon combined treatment (Supplementary Table S4). The cooperation was determined by comparing the MED1 signals (combined versus single treatments) by performing statistical analyses (t-test, *P* ≤ 0.05). Notably, in many cases, we observed that the MED1 signal was higher with combined treatment compared to the more effective single treatment, but the difference was not statistically significant (Supplementary Fig. S5I). ChIP-seq data for representative genomic regions annotated with cooperatively upregulated genes, as well as AM580-specific and 1,25-vitD-specific genes, are shown in Fig. 4E.

These results together suggest that common binding regions are involved in the cooperation between retinoid and vitamin D pathways. However, this conclusion does not imply that all common regions are involved in the cooperation, nor does it rule out the possibility that non-common regions and even non-genomic mechanisms may also play a role in cooperation.

After the global analysis of MED1 datasets, eRNA expression in a selected set of binding regions was measured using RT-qPCR after 6 h of stimulation (Fig. 4F). The transcription of non-coding eRNAs is a feature of active enhancers, and the magnitude of eRNAs usually reflects enhancer activity [86]. We studied four binding regions annotated with genes (*PTGES*, *CAMP*, *FBP1*, and *HBEGF*) that were investigated in our previous analyses (Fig. 4E). In two common regions, eRNA expression was induced by AM580 or 1,25-vitD stimulation, and cooperation between the two ligands was observed. These common binding regions (both VDR-dominant) were annotated with *FBP1* (TSS - 0.3 kb) and *HBEGF* (TSS + 24 kb). The third common region (RARα-dominant) was annotated with *PTGES* (TSS - 9.8 kb). The eRNA transcribed from this region was induced by AM580 stimulation, but 1,25-vitD alone was ineffective and tended to reduce the effects of AM580 in the combined stimulation. The eRNA transcribed from the fourth binding region (VDR-only) was annotated with *CAMP* (TSS - 0.6 kb). The eRNA transcribed from this binding region was induced by 1,25-vitD stimulation, but AM580 alone was ineffective, and no cooperation was observed (Fig. 4F). Notably, the patterns of eRNA induction were very similar to the patterns of MED1 occupancy in these regions (Fig. 4F).

### Common binding regions of RARα and VDR are often localized in accessible chromatin regions

Signal-regulated TFs (SRTFs) have a limited ability to target DNA motifs in closed chromatin. Therefore, the repertoire of available open regulatory elements (typically established by lineage-determining TFs (LDTFs)) largely defines their binding landscape [87]. However, to a lesser extent, SRTFs bind to genomic regions (called “latent” or “*de novo*” enhancers), which were closed before stimulation, leading to chromatin openness, binding of other TFs, and the acquisition of histone modifications associated with enhancers [87–89]. We previously demonstrated that genomic regions occupied by two or three members of the IRF family were typically more accessible before stimulation than regions occupied by a single IRF [54]. We aimed to investigate whether the common binding regions of RARα and VDR are more accessible compared to regions exclusively occupied by either receptor. Previous studies have clarified the relationship between VDR binding and chromatin accessibility over both short and extended durations, including in human myeloid cells [90–94]. In contrast, studies on RARs have primarily utilized longer treatment durations (9–72 h) to explore the impact of RAR ligands on chromatin accessibility [95–97]. Therefore, we performed ATAC-seq in vehicle- and AM580-treated cells treated for 1 hour with ligand, aligning with the timeframes employed in the RARα and VDR ChIP-seq analyses.

Most (80.1%) RARα binding regions were accessible in both vehicle- and AM580-stimulated cells (Fig. 5 A and B). Smaller proportions of RARα cistrome were accessible exclusively in AM580-stimulated cells (7.5%) or vehicle-stimulated cells (1.5%). The RARα binding regions that were not accessible in either condition (10.9%) typically exhibited low RARα occupancy levels. Although 18.9% ATAC-seq peaks in AM580-stimulated cells were not detected in vehicle-treated cells (Supplementary Fig. S6A), most of these AM580-only ATAC-seq peaks exhibited low ATAC-seq signals (Supplementary Fig. S6B). As a consequence, only a few (n = 16) regions exhibited significantly different ATAC-seq signals between vehicle- and AM580-treated samples (Supplementary Fig. S6C). We observed that RARα occupancy and chromatin openness did not significantly change in the case of upregulated genes in response to AM580, despite the observed MED1 occupancy being induced upon stimulation (exemplified by *PTGES*, *DHRS3*, and *TGM2* in Fig. 5C). Previous studies reported that RAR ligands (partly likely in an indirect manner) are capable of markedly altering chromatin accessibility [95–97]. The difference observed between our results and previous findings is likely attributable to the differing treatment durations (9–72 h in earlier studies versus 1 h in our study).

**Figure 5.**
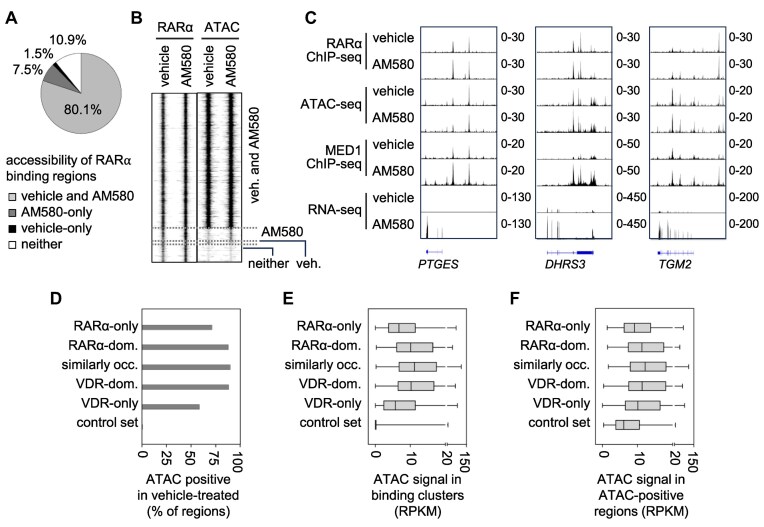
Chromatin accessibility of RARα and VDR binding regions. (**A**) Chromatin accessibility of RARα binding regions determined by ATAC-seq in PMA-THP-1 cells stimulated with vehicle or AM580 for 1 h. The proportions of RARα binding regions that were accessible in vehicle-, and/or AM580-stimulated cells or in neither of these conditions. (**B**) An RD plot showing the RARα ChIP-seq and ATAC-seq signals in 2 kb windows. (**C**) IGV snapshots showing representative genes upregulated by AM580. The tracks display RARα ChIP-seq, ATAC-seq, MED1 ChIP-seq and RNA-seq data (**D**) The percentage of binding regions overlapping with ATAC-positive regions. (E-F) Box-and-whisker plots indicating the ATAC signals in all regions (**E**) and in ATAC-positive regions of each binding cluster (**F**) in cells treated with vehicle.

In the second analysis of chromatin accessibility, we compared the openness of the five binding clusters in vehicle-treated samples. We found that the fraction of binding clusters overlapping with ATAC-seq positive regions was higher in common binding regions than in RARα-only or VDR-only clusters (Fig. 5D). Additionally, ATAC-seq signal values were higher in common regions when analyzing the entire clusters or regions which overlapped with ATAC-seq peaks (ATAC-positive regions) across different binding clusters (Fig. 5E-F). Thus, we concluded that common binding regions represent more readily accessible genomic sites for these NRs.

### Putative RAREs and VDREs in the RARα and VDR cistromes and binding clusters

We performed *de novo* motif discovery and mapped PWMs in the different peak sets. Analysis of *de novo* motif discovery on the top 1 000 RARα and VDR peaks identified DR5 and DR2 motifs in 14.3% and 14.0% of RARα ChIP-seq peaks, respectively, and the DR3 motif in 54.0% of VDR ChIP-seq peaks (Supplementary Fig. S7). This analysis also revealed additional motifs that are recognized by LDTFs of macrophages, which play critical roles in regulating target genes and establishing enhancers that can be occupied by SRTFs [59, 87, 98, 99].

Motif mapping with PWMs allows direct comparisons of motif prevalence. PWMs of DR3 and DR5 were obtained from databases and refined by *de novo* motif discovery analyses. PWMs of other motifs were generated by modifying the spacer bases of the PWM of DR5 and changing the orientation of the half-sites. Score thresholds for PWMs of DR3 and DR5 were calculated based on control sets containing randomly selected size-matched sequences (for details see Materials and Methods). A score threshold was defined as the score giving 5% of positive matches in the control set (Fig. 6A and B). The relation of thresholds and the percentages of regions containing the motif is shown in Supplementary Fig. S8A. The putative RAREs and VDREs in the cistromes of RARα (AM580-stimulated cells) and VDR (1,25-vitD-stimulated cells) and five binding clusters were investigated in three analyses.

**Figure 6.**
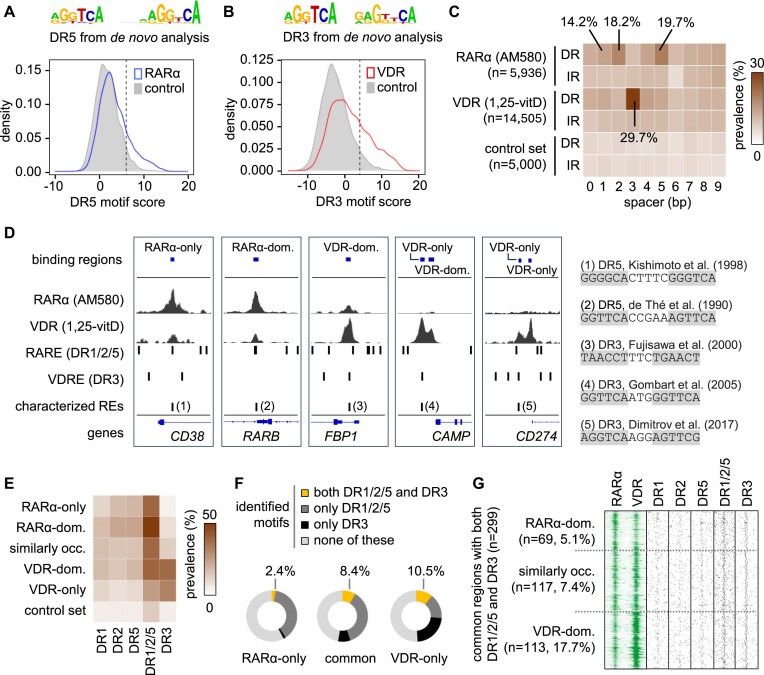
Putative RAREs and VDREs in the RARα and VDR binding regions. (**A-B**) Two density plots showing the distribution of DR5 and DR3 motif scores in RARα binding regions in PMA-THP-1 stimulated with AM580 and VDR binding regions in PMA-THP-1 stimulated with 1,25-vitD. Both plots show the distribution of motif scores in randomly selected size-matched genomic sequences (control, n = 5 000 regions). Score thresholds (dotted lines) were defined as the score giving 5% positive matches in control sequences. The PWMs were obtained from de novo motif analyses of RARα and VDR datasets. (**C**) The prevalence of DRs and inverted repeats (IR) with a spacer length spanning from 0 to 9 nucleotide in entire RARα and VDR cistromes and a control set are presented as a heatmap. (**D**) IGV snapshots showing representative regions with ChIP-seq peaks and response elements. The tracks show the type and position of identified binding regions, RARα and VDR ChIP-seq peaks, the position of retinoic acid response elements (RARE) and vitamin D response elements (VDRE) as determined by our motif enrichment strategy, and the position of elements characterized in previous studies. The scales were determined separately for each of the five regions. Within each region, the same scales were used for both RARα and VDR data. (**E**) A heat map showing the percentage of binding clusters containing DR1, DR2, DR5, DR1/2/5, and DR3 motifs. (**F**) The proportion of RARα-only and VDR-only clusters, as well as common binding regions containing both DR1/2/5 and DR3, only DR1/2/5, only DR3, or none of these. (**G**) ChIP-seq signals and the position of DNA motifs in common binding regions of RARα and VDR containing both DR1/2/5 and DR3.

In the first analysis, the entire RARα and VDR cistromes were investigated. The most enriched RARE in the RARα cistrome was DR5 (19.7%) followed by DR2 (18.2%) and DR1 (14.2%) (Fig. 6A, C and Supplementary Fig. S8B). As expected, the most enriched motif in the VDR cistrome was DR3 (29.7%), while other motifs were detected in lower frequencies (Fig. 6B and C and Supplementary Fig. S8B). Notably, the prevalence of DR5 in the RARα cistrome was only 1.5 times higher than in the VDR cistrome (13.3%) (Supplementary Fig. S8B). The binding regions for any of the three most frequent RAREs (DR1, DR2, or DR5, referred to as DR1/2/5) were also determined. In the RARα cistrome and the control set, 42.6% and 15.8% of the regions contained DR1/2/5, respectively (Supplementary Fig. S8B). Only DR1, DR2, and DR5 (DR1/2/5) were included as putative RAREs in further analyses because adding other motifs would further increase the background (as demonstrated by the control set). Notably, motif mapping detected several previously characterized response elements for example the ones associated with *CD38, RARB*, *FBP1*, *CAMP*, and *CD274* [69, 72, 77, 100, 101]. These motifs were found close to the summit of the RARα and/or VDR peaks in our study (Fig. 6D). 

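RARB, which encodes retinoic acid receptor β, was close to the floor of the values in every group. It had 4.60 ± 1.47 normalized counts (SD, n = 3) with vehicle, 9.02 ± 2.25 (SD, n = 3) with AM580, 5.62 ± 3.51 (SD, n = 3) with 1,25-vitD and 7.36 ± 1.93 (SD, n = 3) with combined treatment. The gene had fewer than 10 normalized counts in too many samples to enter the limma model. On the log2 scale, its mean with AM580 was 1.00 above that with vehicle (exact permutation test, two-sided, p = 0.1), with 1,25-vitD 0.03 above (p = 1.0, same exact test) and with combined treatment 0.70 above (p = 0.2, same exact test). With 3 samples against 3 the smallest p this test can give is 0.1, so it could not pass 0.05 with this number of samples, whatever the change. All AM580 samples lay above all vehicle samples. In a limma model without the filter, the log2 FC of RARB with AM580 was 1.00 (standard error 0.590, limma adjusted p = 0.426), with 1,25-vitD 0.03 (limma adjusted p = 1.0) and with combined treatment 0.70 (limma adjusted p = 0.567). Without 1,25-vitD replicate 2 the difference with 1,25-vitD was 0.79.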

Although the well-characterized regulatory region of *RARB* [30, 100] was classified as a RARα-dominant region with DR5 motif in our system, the gene expression did not change by any ligand. This along with the observation that most of the binding regions were annotated with genes that were not regulated (Fig. 3B) highlights that the binding of RARα and VDR per se is not sufficient for gene expression changes.

In the second analysis, the prevalences of various RAREs (DR1, DR2, DR5, and DR1/2/5) and DR3 motifs in the five binding clusters were analyzed (Fig. 6E). As expected, in the “RARα-only” and “RARα-dominant” clusters high RARE and low DR3 frequencies were detected. In the “similarly-occupied” cluster, both types of response elements were enriched, but DR1/2/5 were 3.1 times more frequent than DR3 (40.6% and 13.1%, respectively). Unexpectedly, in the “VDR-dominant” and “VDR-only” clusters not only DR3 but RAREs were also enriched. The relatively high frequency of DR1/2/5 in the VDR-only cluster (26.2%) raised the question of why RARα did not occupy these regions. Based on the analysis of ATAC-seq data and motif scores, we concluded that these regions may not be favored by RARα because the DR2 and DR5 scores were typically lower than in other clusters (Supplementary Fig. S8C) and these binding regions were localized to chromatin regions with low accessibility (Fig. 5D-F).

In the third analysis, binding regions containing both RARE (DR1/2/5) and VDRE (DR3) were analyzed (Fig. 6F-G). This analysis revealed that the co-occurrence of the two motif types was low in the RARα-only cluster (2.4%) but higher in the common clusters (average: 8.4%) and VDR-only (10.5%) cluster. Among the three clusters of common regions, the prevalence of regions containing the two motif types was the highest in the VDR-dominant cluster (17.7%, 113 out of 637 regions) (Fig. 6G). Our results indicated that a large majority of common clusters contained only one type (44.4%) or none (47.2%) of DR1/2/5 and DR3 motifs (Fig. 6F, the middle chart). Overall, these analyses suggested that only a small portion of RARα and VDR co-binding was mediated via “strong” co-occurring canonical motifs.

### Common binding regions of RARα and VDR contain RARE and VDRE in various configurations

We determined the configurations of co-occurring DR1/2/5 and DR3 motifs in the common binding regions. The distances were calculated between the middle base of DR3 and the middle base of the closest DR1, DR2, or DR5 (Fig. 7A). Based on the number of bases in DR3 that were also parts of DR1/2/5, the configurations of motifs were classified as largely overlapping (7 or more bases), partially overlapping (1–6 bases), or non-overlapping (none) motifs. All three types of configurations were detected when the distances were analyzed in the common binding regions that contained both DR1/2/5 and DR3 motifs (Fig. 7B, green line). When we analyzed the distribution of distances in all RARα and VDR binding regions containing DR3 motifs (Fig. 7B, grey line), similar three populations were identified together with a population in which the closest DR1/2/5 was localized in an entirely separate peak than the DR3 containing peak. We performed more detailed systematic analyses to determine the frequency of configurations in common regions containing both types of motifs (DR1/2/5 and DR3). These analyses revealed that the most frequent configuration was the non-overlapping motif (52%), followed by partially overlapping (34%), and largely overlapping (14%) motif configuration (Fig. 7C). Examples of the three motif configurations are shown in Fig. 7D.

**Figure 7.**
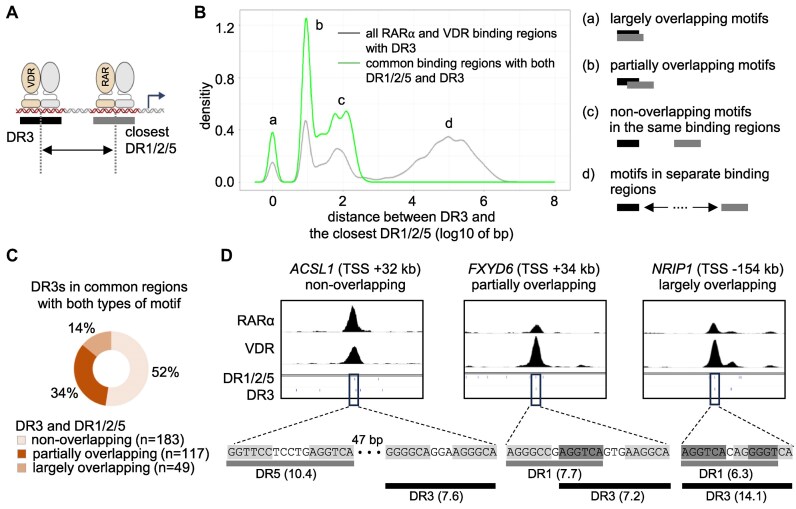
Composition of RAREs and VDREs in the common binding regions of RARα and VDR (**A**) A scheme showing the position of bases used for the calculation of distances between the DNA motifs. (**B**) The distances between DR3 and the closest DR1/2/5 are shown on a density plot. The distances were calculated for DR3 motifs identified in all RARα and VDR binding regions (grey) or the common binding regions of RARα and VDR (green) containing both DR1/2/5 and DR3. The four indicated populations (a–d) represent different motif compositions. (**C**) The classification of DR3 motifs that localize in the common binding regions of RARα and VDR containing both DR1/2/5 and DR3. (**D**) IGV snapshots showing representative genomic loci (peak summits ± 3 kb) containing DR3 and DR1/2/5 in different configurations. The numbers in parentheses indicate the motif scores.

### Overlap of nuclear receptor cistromes and co-occurrence of motifs in other studies

We wanted to explore the extent of NR cistrome overlaps and the co-occurrence of motifs in our study and other studies. A series of previous studies identified the binding regions of two NRs with different motif preferences (Supplementary Table S5) [42, 44, 45, 102, 103]. Many of these studies documented that the cistromes of NR pairs largely overlapped in various cell types [42, 44, 45, 103]. The authors of these studies used different peak calling algorithms and motif discovery strategies; thus, the results could not be directly compared. Therefore, we decided to reanalyze ChIP-seq datasets of selected studies [44, 45, 102] along with our datasets using a standardized workflow. (Because of the lack of replicates in some studies, we could not use our original workflow.) In each pairwise NR comparison, we identified binding regions and calculated the overlap between the NR cistromes, the prevalence of the most enriched motifs, and the co-occurrence of motifs (Fig. 8).

**Figure 8.**
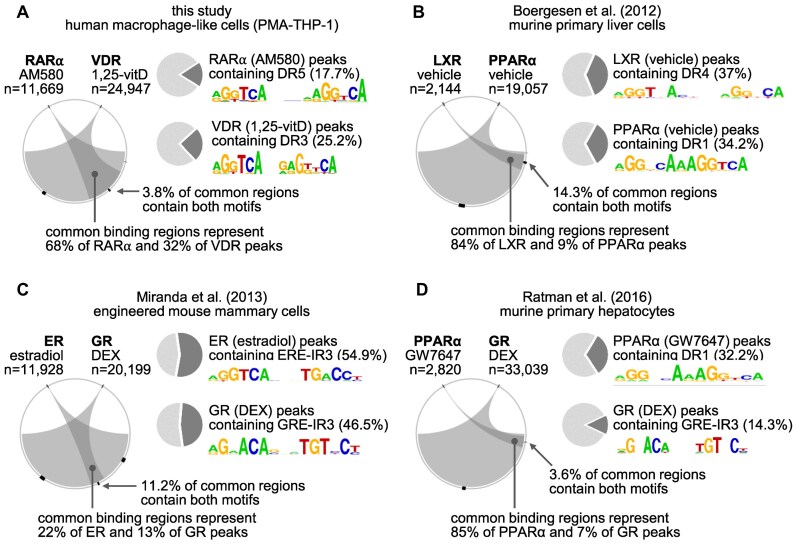
Overlap of nuclear receptor cistromes and co-occurrences of DNA motifs. (**A**) Our datasets and (**B–D**) publicly available ChIP-seq datasets were re-analyzed. Circos plots show the overlap of nuclear receptor cistromes. The most enriched motifs were determined for each NR, and their logo with the prevalences (in pie charts) in the entire cistromes are indicated. Co-occurrences of motif pairs were calculated for three sets of genomic regions (two receptor-specific and one common). The proportions for all sets are indicated by block arcs, but the accurate percentages are specified only for the common sets.

The ratios of larger over smaller cistrome were 2.1 for VDR versus RARα, 1.7 for ERα versus GR, 8.9 for LXR versus PPARα, and 11.7 for PPARα versus GR (Fig. 8A–D). The fraction of overlapping regions in the smaller cistrome ranged from 22% (ERα cistrome in the ERα versus GR comparison, Fig. 8C) to 85% (PPARα cistrome in the PPARα versus GR comparison, Fig. 8D). (The size of the RARα and VDR cistromes and the overlap were slightly different from the results provided earlier in this study (Fig. 1A) because of the alternative workflow.)

We determined the PWM of the most enriched motif for each NR as described in the “Materials and methods” section. Using control sets, the thresholds were defined for the motifs (as described previously), and the motif prevalences were determined (Fig. 8A–D). Among the putative RAREs, only the occurrence of DR5 was re-analyzed in the RARα cistrome for the sake of simplicity. Because of the different peak identification strategy, the prevalences of motifs in the RARα and VDR datasets were lower than calculated earlier (see percentages in Fig. 6C versus Fig. 8A). We found that the standardized workflow resulted in very different motif prevalences ranging from 14.3% (GR peaks containing GRE-IR3) to 54.9% (ER peaks containing ERE-IR3). When co-occurrences of motifs were analyzed in the common binding regions, low frequencies were detected in all studies (ranging from 3.6% to 14.3% of common peaks, Fig. 8A–D). Even in the ER vs. GR comparison, where the prevalence of motifs was high in entire cistromes, the co-occurrence of the two motifs was detected only in 11.2% of common binding regions (Fig. 8C). Collectively, the re-analyses of datasets indicated that the extensive sharing of binding regions without a high frequency of motif co-occurrence is a general phenomenon among NRs.

## Discussion

### Common binding regions are at the cross-roads of retinoid and vitamin D pathways

Transcriptional programs regulated by NRs represent overlapping gene sets. A series of molecular mechanisms were proposed to explain why a certain gene is regulated by agonists for two or more NRs (reviewed in [104, 105]). (i) Two NRs may regulate target genes via DNA binding at the same regulatory elements; (ii) NRs can regulate the same gene via DNA binding at separate regulatory elements; (iii) one NR may regulate its target gene directly while the other one indirectly regulates the gene via tethering [105, 106]; and (iv) one NR regulates the expression of another NR or enzyme(s) involved in the production of endogenous agonists for another NR.

We observed that the common binding regions were more frequently annotated with genes that were commonly upregulated compared to the RARα-only and VDR-only clusters (Fig. 3B). The correlation analysis demonstrated an overrepresentation of common peaks in the TSS ± 25 kb of genes upregulated by both ligands (Fig. 3D). Moreover, a large proportion of common binding regions were localized in accessible chromatin (Fig. 5D), and in many cases, MED1 was recruited to these regions in a ligand-responsive manner (Fig. 4B). Our analyses collectively suggest that the first mechanism, namely, gene regulation by two NRs via DNA binding at the same regulatory elements, plays an active and important role in the convergence of retinoid and vitamin D signaling pathways.

### DNA binding by RARα and VDR is not always coupled with ligand-induced cofactor recruitment and gene regulation

Although our findings suggest an active and important role for common binding regions in the convergence of the two pathways, many of these common regions (as well as other types of RARα and VDR binding regions) are likely not involved in transcriptional regulation mediated by cofactor recruitment. We found that most RARα and VDR binding regions were annotated with genes that were not regulated by the ligands (Fig. 3B). Moreover, we observed that the MED1 signal at a large proportion of RARα and VDR binding regions was not induced by the ligands (Fig. 4A and B). In the case of common binding regions, we observed all three possibilities: MED1 recruitment was either induced by both ligands, only by one ligand, or by none of the ligands. For example, both ligands were able to induce MED1 signals at common regions and increase mRNA levels, as exemplified by *FBP1* and *HBEGF* (Figs. 2E, 3E, and 4E). In contrast, the common binding region associated with *PTGES* was occupied by both receptors upon ligand treatment, but only AM580 could induce the MED1 signal (Figs. 2E, 3E, and 4E). These data, consistent with studies on NRs and various TFs, suggest that only a subset of binding events is coupled with ligand-induced cofactor recruitment and gene regulation.

Several determinants have been previously characterized that influence the ability of DNA-bound TFs to recruit cofactors and regulate gene expression. (i) DNA-bound TFs cannot function as transcriptional regulators without proper contact with the promoter. Physical interactions between regulatory elements primarily occur through loops facilitated by chromosomal architecture and are essential for achieving gene regulation [107, 108]. (ii) TF binding affinity to a binding region can be associated with gene-activating capacity. It has been suggested that stronger TF binding affinity to the DNA is coupled with a higher gene-activating capacity [109, 110]. (iii) Core DNA sequences, flanking regions, and motif architecture allosterically modulate TF structure and encode distinct gene regulatory effects [111–113]. (iv) Because TFs work in collaboration with other TFs and non-DNA-binding coregulators, the regulatory activity of a given TF is influenced by its co-binding TFs [85, 114–116 ]. (v) TF activity also depends on the binding-site strand, position, DNA helical face and chromatin context [117, 118]. These determinants, in a combinatorial and interacting fashion, define whether a given TF (in our case, RARα and VDR) at a specific regulatory element can recruit cofactors and regulate gene expression.

### A large proportion of RARα and VDR binding regions does not contain “strong” response elements, therefore the prevalence of motif co-occurrence is low in the common regions

Less than 10% of common binding regions of RARα and VDR contain both types of “strong" motifs (DR1/2/5 and DR3) (Fig. 6F and G), consistent with a previous study on LXR and PPARα [45] and the re-analyses of publically available ChIP-seq datasets (Fig. 8). Our results suggest that the frequency of co-occurring motifs is low because large portions of RARα and VDR binding regions do not contain “strong” response elements.

No ultimate method is available for mapping motifs and separating “strong” and “weak” (degenerate) motifs. The prevalence of a given motif in a TF cistrome can be primarily evaluated by three methods: mapping PWMs, *de novo* motif discovery, and searching for specific DNA sequences. The three strategies have advantages and limitations, as described in our previous study [54]. In this study, we used a relatively stringent version of the first method in which the threshold yielded 5% of positive matches in the control set. Stringency should be relatively high to reduce the background and the likelihood of false positive results.

A series of observations support the suitability of our motif mapping strategy for the well-balanced identification of putative RARE and VDRE in the cistromes and binding clusters. First, our motif mapping strategy detected several previously characterized response elements associated with *RARB*, *FBP1*, *CD274*, *CAMP*, and *CD38* [69, 72, 77, 100, 101] (Fig. 6D). Second, the pattern of motif prevalences in the RARα and VDR cistromes (Fig. 6C) resembles the binding preferences of these NRs, as determined by high-throughput SELEX [34]. Third, the ERE-IR3 was detected in ∼55% (Fig. 8C) of the ER cistromes in engineered mouse mammary cells [102], implying that our mapping method efficiently detected most motifs in a ChIP-seq dataset. Last, the authors investigating RAR and VDR datasets also reported that more than half of the cistromes do not contain cognate motifs. For example, using different methods, the DR5 was identified in ∼6% and ∼40% of RAR cistromes in mouse embryonic stem cells and embryonal carcinoma cells, respectively [32, 33]. Notably, DR5 was not the most enriched RARE in these studies. In our study, DR5 was the most enriched RARE and was detected in 19.7% of the RARα binding regions in PMA-THP-1 cells (Fig. 6C). RAR-RXR binds to DR5 and other response elements [32–34, 119]; therefore, we included two other motifs (DR1, DR2) as putative RAREs. Similar to our study, the frequency of DR1/2/5 was determined in the RAR cistrome in mouse F9 embryonal carcinoma cells [33]. The frequency was lower in our study (Supplementary Fig. S8B) than in embryonal carcinoma cells (40.2% vs. 74.3%), probably because they used a less stringent motif mapping strategy and an anti-panRAR antibody. The prevalence of DR3 motif, the most enriched VDRE, was 29.7% in the VDR cistrome in our study (Fig. 6C). DR3 was identified in ∼42% and ∼48% of VDR cistromes in LPS-treated THP-1 and undifferentiated THP-1, respectively [35, 36]. In 1,25-vitD stimulated monocyte-derived dendritic cells, *de novo* motif discovery analysis showed that ∼37% of VDR binding regions contained the DR3 motif [37]. These studies illustrate the common observation that a significant proportion of the RARs and VDR cistromes do not contain DR5 and DR3 motifs, respectively.

Different models can explain the lack of a “strong” motif in a large proportion of NR cistromes (reviewed in [105, 120]). (i) NRs can bind to “weak” or degenerate motifs. The chromatin accessibility largely determines the binding events; therefore, the same “weak” motifs may represent high and low-affinity sites in open and closed chromatin regions, respectively. (ii) Many TFs, including NRs, can bind and act through a diverse set of motifs [34, 120]. Although we considered DR1/2/5 as RAREs, we cannot exclude the possibility of RARα-RXR binding to other motifs. Indeed, other motifs were enriched (though with low frequencies) in the RARα cistrome in our analysis (Fig. 6C) and previous studies on RAR-RXR. Similarly, various studies demonstrated that VDR-RXR binds to other response elements, such as DR2, DR4, and even DR5 (in a transcriptionally inactive form) [30, 34, 121]. RARα and VDR can bind to a broader and more varied set of response elements than the putative response elements in this study. (iii) Protein-binding microarrays indicate that NR binding can occur in half-site modes [119]. (iv) NRs can bind DNA indirectly via protein-protein interactions, allowing NRs to bind other NRs or other TFs (e.g. trans-repression, tethering) [105, 120]. Most likely, many of these mechanisms are responsible for RARα and VDR binding to regions that do not contain “strong” motifs, but their relative contribution cannot be evaluated without high-resolution TF mapping.

### Non-overlapping and shared DNA sequences in common regions of RARα and VDR

In the absence of high-resolution TF mapping, the interaction sites between TFs and DNA cannot be accurately defined. To our knowledge, ChIP-exo (a method for high-resolution TF mapping [122]) has not been used for analyzing shared binding regions of NRs, and the adoption of this method was out of the scope of this study. However, mapping the cognate DNA motifs could help to predict whether they predominantly bind separate DNA sequences or share binding sites. By calculating the distances between DR3 and the closest DR1/2/5, we could determine the proportion of three configurations of motifs in the common binding regions. We found that approximately half (52%) of DR3 motifs did not overlap with DR1/2/5, while other DR3 motifs largely (14%) or partially (34%) overlapped (Fig. 7C). The main difference between the two types of overlapping motifs is that only one half-site was shared by the two heterodimers in the partially overlapping motifs.

Boergesen *et al.* also investigated shared DNA motifs in murine primary liver cells [45], using a different bioinformatics approach (comparison of distances between peak centers). They demonstrated that the average distances between LXR and PPARα peak centers were very close to the average distances between the peak centers of LXR-RXR and PPARα-RXR and the distribution patterns were highly similar. Based on these results, they concluded that LXR-RXR and PPARα-RXR were predominantly binding to the same or overlapping degenerate response elements at these sites. Moreover, the analyses of the binding regions for other NRs (HNF4α, FXR, and NR1D1) indicated the existence of NR “hot spots” in the liver to which multiple NRs bind with considerable sharing of degenerate DR elements [45]. Although the prevalences of non-overlapping motifs in our study are different from the results of Boergesen *et al.*, both studies highlight the importance of shared motifs in the convergence of NR pathways.

### Cooperation and competition of NRs at the common regulatory elements that contain both types of motifs

The observation that various NR dimers may bind to shared motifs in response to combined ligand treatment, raises the question of whether NR dimers compete for binding to these shared sites or co-occupy without competition. Fluorescent protein labeling coupled with live cell imaging was employed to address this question. Different live-cell imaging experiments revealed the highly dynamic binding behavior of TFs in live cells, suggesting that TFs typically interact transiently with their response elements [123]. Using GFP-labeled GR and mCherry-labeled ER pBox (modified ER that binds the same response elements as GR) and fluorescence microscopy and other methods, Voss [124] demonstrated that the GR and ER pBox do not significantly compete for binding to the same response element. Moreover, GR “assissted” binding of the ER pBox at a large subset of binding elements, even though they bound to the same site. Collectively, these results suggest that two activated NRs can bind shared response elements without competition.

We demonstrated that common binding regions are involved in the cooperation between retinoid and vitamin D pathways; however, combined stimulation was not always cooperative, even in common binding regions (Fig. 4). The functional outcome of NR co-activation in common regions is context-dependent, and most likely the outcome is determined by the chromatin status, binding of other TFs, the affinity of the individual motifs, and the configurations of co-occurring DNA motifs. Cooperative NR activity at a common region is most likely achieved via more efficient cofactor recruitment, chromatin remodeling, histone modification, and increased activation of the basal transcriptional apparatus. In summary, growing evidence about the overlapping NR binding regions and transcriptional programs has emerged with the help of high-throughput methods. Our study sheds light on how NRs with different response element repertoires regulate largely overlapping sets of regulatory regions and genes.

## Supplementary Material

gkaf230_Supplemental_Files

## Data Availability

The data underlying this article are available in NCBI Gene Expression Omnibus (GEO) at http://www.ncbi.nlm.nih.gov/geo/, and can be accessed with GSE246310.

# Supplementary material for: Genomic regions occupied by both RARα and VDR are involved in the convergence and cooperation of retinoid and vitamin D signaling pathways
**Source:** Nucleic Acids Res. 2025 Apr 1;53(6):gkaf230. doi: 10.1093/nar/gkaf230
**Supplement:** gkaf230_Supplemental_Files

SUPPORTING INFORMATION

**Supplementary Table legends**

**Supplementary Table S1.** The lists of RT-qPCR primer sets designed to measure mRNA and enhancer RNA (eRNA) expression of selected genes and binding regions are provided in the first two worksheets. The third worksheet contains the genes and proteins (names and symbols) mentioned in the manuscript.

**Supplementary Table S2.** The genomic coordinates of binding regions belonging to different clusters are provided in the first worksheet. For each region, the occupancy values by RARα and VDR, the label of the binding cluster, the closest annotated gene, the motif scores and the ATAC-seq signal are indicated. The second worksheet contains the number of peaks identified in various data sets.

**Supplementary Table S3.** The first three worksheets contain differentially expressed genes in ligand-stimulated PMA-THP-1 cells. The other worksheets contain lists of various gene sets analyzed in the study.

**Supplementary Table S4.** The first worksheet contains the genomic coordinates of the TSS ± 25 kb of the up-regulated genes, as determined by RNA-seq, along with the RARα and VDR binding regions located within this window. The second worksheet contains RARα and VDR binding regions in TSS ± 25 kb of cooperatively up-regulated genes, that were co-localized with cooperative MED1 (regions where MED1 signals were significantly higher in the combined treatment than in the more effective single treatment (p ≤ 0.05)).

**Supplementary Table S5.** A list of selected studies on pairwise comparisons of nuclear receptor binding regions using ChIP-seq.

How the deposited data were processed for this re-analysis (not part of the article)

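RNA-seq of PMA-THP-1 cells was analysed in 12 samples, 3 each with vehicle, AM580, 1,25-vitD or combined treatment. The ChIP-seq, ATAC-seq and RT-qPCR experiments of the paper were not analysed here. Before depositing the table, the authors aligned single-end reads to hg38 with HISAT2, processed them in Strand NGS with DESeq normalization as the submitters' notes give it, and put the normalized read counts on the log2 scale. Tool versions of these steps, the annotation used for counting and the use of strand in counting are not given in the sources used here. The deposited log2 values of 57955 genes were read as they are: unlogged they were not whole numbers, and normalized counts of 1 or less were listed at 0. Before the file was seen, linear values had been foreseen. Since the values were already on a log2 scale, they were tested without a pseudocount. Gene identifiers were matched to GENCODE release 44 on hg38, the assembly the paper names; 56911 of the 57955 genes and 18582 of the 18810 genes tested had a record there. Mitochondrially encoded genes were not tested.

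The worth of 1 read was estimated in each sample from the gaps between its most common low values, and depth was the sum of the normalized counts divided by it, 10.2 M to 23.6 M reads per sample (median 16.0 M). Within 0.05 reads, 39.1% to 55.8% of the low values were whole, so reads were not recovered, and a count test was not run. The 10 most abundant genes took 5.83% to 6.70% of the counts.

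One linear model was fitted across all genes with limma 3.58.1 in R 4.3.3, with a mean per group, empirical Bayes moderation and an intensity trend. Genes with at least 10 normalized counts in at least 3 of the 12 samples were tested, 18810 in all. Contrasts were each treatment against vehicle, combined treatment against each ligand, and the interaction term, which is the combined log2 FC minus the sum of the single-ligand log2 FCs. P-values were adjusted by Benjamini-Hochberg within each contrast, and genes were called at an adjusted p under 0.05 and an FC above 1.5 or below 0.66. The interaction term was called at the adjusted p alone. Cooperatively upregulated genes were called higher with AM580 or 1,25-vitD, had an unadjusted limma p of at most 0.05 for combined treatment against the more effective single ligand, and a ratio of 1.5 or more. The paper used an analysis of variance with adjusted p-values, a post hoc test and the same cut-offs, and it left out genes with low values without naming the level. That procedure was run as an alternative. The paper's term replicates is not further described in the sources used here, so tests measure the spread between these samples.

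Before the data were examined, 32 gene lists were fixed and tested with camera at a preset correlation of 0.01, adjusted over the lists within a contrast, and again with an estimated correlation. Of 90 list tests, 33 passed with the preset correlation and 7 with the estimated one. Genes named in the text follow a rule fixed at the same time. It takes, for each contrast with vehicle, the 12 genes with the largest rise and the 12 with the largest fall among called genes whose treated samples all lie beyond all vehicle samples and whose mean is at least 50 normalized counts, leaving out names of clones. It also takes the 15 largest ratios among cooperatively upregulated genes, up to 10 interaction terms in each direction, every gene the paper names and, as examples, called members of a list with its largest or smallest changes. The top of the paper's gene tables and some of its figures had been seen before this rule was written. PLEC, FSCN1, TGFBR1, CITED2 and SDC2, which are on the paper's list of genes that are not regulated, were named after their values were seen. So were EEF1G and CD68, which switch between samples. RARB was tested alone by an exact permutation test.

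The fit was tested on simulated data with 200 changed genes among 18810. For AM580 against vehicle, 63% of changes of log2 1 and 95% of changes of log2 2 were recovered, for the interaction term 52% and 88%, with 4 false calls each. Shared controls were simulated in 100 draws. Alternatives fixed before the data were examined were other pseudocounts, other filters on low values, TMM factors, quantile normalization, limma without the trend, a replicate block, a model of only the groups compared, an adjusted p under 0.01, no fold cut-off, the paper's procedure and leaving out each sample in turn. A GC correction, which subtracts from each sample a smooth trend of its deviations on GC content over a span of 30% of the genes, and fits without the genes that followed the keratinocyte markers or that switched between samples were added after the data were seen. So was a depth block, which sets the 5 deepest samples, those in which 1 read is worth less than 1 normalized count, against the other 7. For the interaction, residuals of the model without it were permuted over the samples in 100 draws and the fitted values added back, also chosen after the result was seen. Markers of keratinocytes and of other skin cells were listed after KRT5 and other keratins had been seen to vary. The first run of the test of unseen markers also held 13 genes that had been printed earlier for following KRT5. They were then moved to a list of their own and the test was run again. Some of the Langerhans and dendritic cell markers had been printed in the same way. Genes that switch between samples were first found by a gap above log2 2.5 between the sorted samples, with a highest value above log2 6 and a group divided by the gap, leaving out genes that followed the keratinocyte markers. A second definition, a range above log2 3 within a group, was written later but tested first. Its values lay close to both bounds. The first definition was then put back, and it was decided that a value whose interval spans its bound decides nothing, both after that result was seen. The other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.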

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

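In this part, the permutation of residuals and the fit with the depth of the samples as a block were chosen only after the result was seen. The AM580 effect differed between samples without and with 1,25-vitD for 7 genes, by the interaction term of the limma model, a test fixed in advance. For each of the 7, the combined log2 FC was below the sum of the single-ligand log2 FCs. HBEGF, an EGF receptor ligand, had an interaction of -1.45 (standard error 0.0900, limma adjusted p = 1.33e-05). Its log2 FC with AM580 was 2.10 without 1,25-vitD and 0.65 with it. CD38 had an interaction of -1.36 (standard error 0.147, limma adjusted p = 0.00237), with AM580 effects of 4.49 and 3.13 in the same order. FBP1, which overlaps a gene on the opposite strand, had -1.18 (standard error 0.133, limma adjusted p = 0.00309), with AM580 effects of 2.22 and 1.05. THBD, the thrombomodulin gene, had -1.10 (standard error 0.0917, limma adjusted p = 2.24e-04), with 2.19 and 1.09. SMIM3 had -0.93 (standard error 0.0981, limma adjusted p = 0.00237). These 5 passed the adjusted test under all the alternatives run for single genes. MERTK, a receptor for the uptake of apoptotic cells, had -0.67 (standard error 0.0953, limma adjusted p = 0.0315) and TIMP3, a metalloproteinase inhibitor, had -0.61 (standard error 0.0893, limma adjusted p = 0.0336). Both lost the call with a replicate block, with a depth block and without most of the samples left out in turn, with adjusted p up to 0.187 for MERTK and 0.224 for TIMP3.

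The number of genes with an interaction was 284 without AM580 replicate 1 (189 above and 95 below the sum of the log2 FCs), 25 without 1,25-vitD replicate 2 (18 above and 7 below) and 16 without AM580 replicate 3 (3 above and 13 below), so the number and the direction of the interactions called depend on the samples. The terms of the 7 genes themselves stayed below 0 with each sample left out. Of 100 regroupings of the samples, the real one included, 4 gave a count as large as the real 7. The highest counts of the others were 819 and 603. In the regroupings with 819 and 603, the interaction term correlated with AM580 treatment (0.667 and 0.333) and with 1,25-vitD treatment (0.333 and 0.667). Their correlation with sample depth was 0.169, a value that regroupings with 0 calls also had. A regrouping with 0.667 for AM580 and 0 for 1,25-vitD, and one with 0.333 for both, also had 0 calls. Ligand effects may thus enter the large counts, but these correlations do not settle their cause. The large counts by themselves are no evidence of a further structure of the samples, and they do not exclude one. The regroupings do not keep the single-ligand effects, so they do not test the interaction by itself. With the single-ligand effects kept and only the residuals permuted, 1 of 100 draws, the real one, gave a count as large (highest other 2). The permutation treats all samples as equal in spread. Yet the SD of the deviations from the group mean was 0.229 in combined replicate 3 and 0.442 in AM580 replicate 3. So it argues against chance only for the count as a whole and under equal spread, not for each gene. With the depth of the samples as a block, 5 genes had an interaction, all below the sum.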

How the results depend on the processing

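The total counts of called genes kept within 1.5 times their value under the other pseudocounts, limma without the intensity trend, the fits without keratinocyte followers or switching genes and the paper's procedure, where these were run. Genes changed by AM580 (1544) were 898 with only the groups compared, 984 at an adjusted p under 0.01 and 2814 with no fold cut-off, and 1104 to 2475 with 1 sample left out, the highest without AM580 replicate 1. With no fold cut-off there were also 650 genes changed by 1,25-vitD, 3697 by combined treatment and 157 raised by both ligands. A stricter threshold or its removal accounts for these by construction, and for the others the cause was not tested. Genes with an interaction (7) were 24 after the GC correction, chosen after the data were seen, and 5 to 284 with 1 sample left out. The median log2 ratio of the genes raised by both (0.43) was 0.361 after the GC correction, 0.391 with a depth block, 0.360 with the sets of the paper's procedure, 0.327 with no fold cut-off and 0.391 to 0.467 with 1 sample left out. That of the AM580-only genes (-0.20) was -0.233 without the filter, -0.234 after quantile normalization and -0.354 to -0.183 with 1 sample left out. That of the 1,25-vitD-only genes (-0.01) was 0.0145 with a filter of 50, 0.00152 with TMM factors, -0.0338 after quantile normalization, -0.0609 after the GC correction, -0.0257 without the intensity trend, 0.0140 at an adjusted p under 0.01, -0.0459 with no fold cut-off and -0.0604 to 0.0140 with 1 sample left out. Of the paper's 250 genes that are not regulated, 10 to 20 were called with 1 sample left out (12 in all), and the RARB difference with 1,25-vitD (0.03) was then -0.363 to 0.788. With an estimated correlation, 7 of the 33 list tests passed. With a replicate block, which the numbers do not justify (5 of 18 same-number pairs of samples correlated above 0.1, median -0.134, and 2 of 12 samples correlated best with their own number), 1431 genes changed with AM580, 309 with 1,25-vitD and 2055 with combined treatment, 81 were raised by both, 57 were cooperative, 5 had an interaction, and 31 of the 33 list calls were kept. Between groups, deviations of the 5 deepest samples correlated at a median of 0.306 with each other and -0.221 with those of the other 7, whose median was 0.101. With these sets as a depth block, 1625 genes changed with AM580, 338 with 1,25-vitD and 2180 with combined treatment, 91 were raised by both, 64 were cooperative and 5 had an interaction.

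Log2 FCs that changed sign were those of genes that were not called in that comparison. After the GC correction they were RARA -0.0508 and RARG -0.116 with combined treatment, RARG 0.0943 with AM580 and VDR -0.00646 with 1,25-vitD. VDR with 1,25-vitD was -0.00573 with a depth block, and RARG with combined treatment was -0.00127 after quantile normalization. With 1 sample left out, ranges were -0.151 to 0.0668 for BATF2 and -0.0209 to 0.0726 for VDR with 1,25-vitD, -0.0526 to 0.261 for MED1, -0.168 to 0.0615 for PPIA, -0.133 to 0.346 for RARA and -0.325 to 0.0570 for RARG with AM580, and -0.0253 to 0.0480 for RARG with combined treatment. The causes were not tested. Of 411 results for single genes, 411 were the same with TMM factors, 409 with log2(value + 0.5), 404 with a depth block, 399 with log2(value + 5), 399 after quantile normalization, 393 with a replicate block, 386 after the GC correction, 384 with a filter of 50, where some genes were not tested, 371 without the filter and 368 to 403 with 1 sample left out, the lowest without vehicle replicate 3. At this depth, genes under 10 normalized counts in most samples were not tested, RARB among them, and without the filter its adjusted p with AM580 was 0.426. A count test was not run, since reads were not recovered.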

Differences from the paper's values

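The paper reports 559 downregulated genes in its set for the analysis of MED1 signals, where here 857 genes were lower with AM580 or with 1,25-vitD, at the paper's cut-offs for FC and adjusted p. The paper's text does not say which comparisons its set joins. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's value with log2(value + 5) (821), without the filter (615), with a filter of 50 (705), after quantile normalization (801), with limma without the trend (781), with a replicate block (767), with only the groups compared (435), at an adjusted p under 0.01 (439) and with the paper's procedure (612). It was also within it without vehicle replicate 1 (652), 2 (640) or 3 (537), without AM580 replicate 2 (690) or 3 (681), without 1,25-vitD replicate 1 (731), 2 (830) or 3 (732), and without combined replicate 1 (747), 2 (759) or 3 (768). It was not with log2(value + 0.5) (849), with TMM factors (853), without AM580 replicate 1 (1652) and with no fold cut-off (1543). Other counts differed too from the rows of the paper's supplementary gene lists. Higher here were 1544 against 1092 for AM580, 2131 against 1505 for combined treatment and 671 against 536 for AM580-only genes. Lower here were 350 against 387 for 1,25-vitD and 86 against 91 for genes raised by both ligands.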

Other observations

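In this part, the tests of GC content, of the ligands as the cause of the keratinocyte differences, of depth for the switching genes and of the share with an interaction with 1 sample left out were chosen only after the result was seen, as were the definition of the switching genes used and the rule on intervals for them. Of 10 genes of cholesterol efflux and LXR targets, 4 were higher with AM580 and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 0.0288, and adjusted p = 0.324 with an estimated correlation), such as LPCAT3, an enzyme of phospholipid remodelling (log2 FC 1.08), which overlaps a gene on the opposite strand, and the cholesterol transporter ABCA1 (0.89). Of 19 PPAR targets and genes of fatty acid handling, 5 were higher and 1 was lower (6 higher and 1 lower adjusted over the list alone) (camera adjusted p = 0.00676, and adjusted p = 0.0528 with an estimated correlation), with PPARG itself at 1.49. Of 30 interferon-stimulated genes, 3 were higher with AM580 and none was lower (the same counts adjusted over the list alone) (camera adjusted p = 7.44e-04, and adjusted p = 0.225 with an estimated correlation). BATF2 was one of them (1.73). The list of 17 tested genes of eicosanoid synthesis did not pass as a whole with AM580 (camera adjusted p = 0.858, and adjusted p = 0.881 with an estimated correlation), with 3 higher and 2 lower (4 higher and 2 lower adjusted over the list alone). The 5-lipoxygenase activating protein ALOX5AP was higher with AM580 (log2 FC 2.06) and its partner ALOX5 with 1,25-vitD (1.15). The list of 17 genes of complement and coagulation did not pass with combined treatment (camera adjusted p = 0.984, and adjusted p = 0.991 with an estimated correlation), with 4 higher and 5 lower (the same counts adjusted over the list alone). The anticoagulant thrombomodulin THBD was higher (2.85), and tissue factor F3, which starts clotting, was lower (-3.05).

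Transcripts of both receptors were present in all groups. RARA had 495 ± 28.4 normalized counts (SD, n = 3) with vehicle and 531 ± 171 (SD, n = 3) with AM580, and VDR had 489 ± 22.4 with vehicle, 496 ± 32.7 with 1,25-vitD and 663 ± 24.2 with combined treatment (SD, n = 3 each), a log2 FC of 0.44 (limma adjusted p = 0.00391) that is below the FC cut-off. Both genes overlap a gene on the opposite strand. RXRA fell from 4557 ± 305 (SD, n = 3) to 2603 ± 609 (SD, n = 3) with AM580, with the limits given above for it. RARG had 518 ± 3.03 with vehicle (SD, n = 3), and its log2 FC with AM580 was -0.13 (limma adjusted p = 0.582). Of the 387 genes that the paper lists for 1,25-vitD, 377 were tested here and 315 were called. No such overlap by gene is given here for AM580, combined treatment or the cooperatively upregulated genes.

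Each comparison with vehicle allows only 10 splits of its samples, too few for a share under 0.05. The real split was the 1 split with the largest count, 1544 genes against 58 at most in the others for AM580, 350 against 61 for 1,25-vitD and 2131 against 0 for combined treatment. For the 86 genes raised by both ligands, 1 of 100 regroupings, the real one, gave a count as large (highest other 32). For the 59 cooperatively upregulated genes 1 of 100 did (highest other 0). Both argue only against labels without any ligand effect. In a regrouping the ligand effects add to the spread within groups, which makes low counts likely from the start. These regroupings do not keep the single-ligand effects and do not test cooperation by itself.

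From AM580 to combined treatment 1684 genes were called, 1142 higher and 542 lower, which is 4.81 times the 350 called from vehicle to 1,25-vitD. After the GC correction the ratio was 2.11. No spread of this value is known, and leaving out 1 sample moved the uncorrected ratio from 2.42 to 7.74. Whether GC content is the whole cause is therefore not decided. The share of higher calls went from 67.8% to 54.1%, so GC content may account for part of that share. With 1 AM580 sample left out the ratio was 2.59 at the lowest (without AM580 replicate 3) and 7.74 without AM580 replicate 1. It was 2.42 without combined replicate 2. Leaving out a sample also changes both counts, and the spread of the ratio is not known. Whether 1 unusual AM580 sample is the whole cause is therefore not decided either. That 1,25-vitD acts on more genes where AM580 is present stays open. On simulated data the interaction test recovered 52% of changes of log2 1, so it can miss true differences. At an unadjusted limma p under 0.05, 1944 of the 18810 genes tested passed, a count that includes those expected by chance. The share of the genes called from AM580 to combined treatment alone that had an interaction in limma was 0%. Without AM580 replicate 1 it was 7.62% (207 of 2718 genes, 166 of them above the sum of the log2 FCs), over the bound of 5% set for this test, and without any other sample 0.328% at most, so the value depends on that sample.

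Keratinocyte genes differed between samples of 1 group, with a range of 5.20 in the mean log2 value of 20 markers over the vehicle samples, which argues against the ligands as the whole cause. RNA of keratinocytes in some samples is a candidate explanation: 19 markers that had not been looked at followed the first 20 within groups with a median correlation of 0.908 (15 above 0.7, against 2.60% of all genes tested). A first run of this test with 13 more genes, which had been printed earlier for following KRT5, gave 0.945 over 32 genes and was partly circular. The most abundant markers reached log2 values of 11.8 (KRT5), 11.5 (KRT10), 11.4 (KRT6A) and 11.3 (KRT14) in 1,25-vitD replicate 2, and of the 52 keratinocyte markers tested 11 had at least 10 normalized counts in every combined sample, although 4 of these, CSTA, LAMA3, LAMB3 and KRT10, lay at log2 9.18 to 9.86 there against 5.69 at most for the other 7, so the count is no measure of keratinocyte RNA. Of 9 Langerhans and dendritic cell markers 8 followed as well (median correlation 0.933). This list is partly circular too, since some of its genes had been printed for following KRT5. The 3 melanocyte markers tested did not follow (highest 0.555). This is a weak contrast: MITF, among them, lay at log2 9.06 to 9.55 in every sample, and TYR, DCT, TYRP1 and SOX10 did not pass the filter. The paper describes only cells of the THP-1 line for this RNA-seq.

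A set of 54 genes was high in some samples of a group and low in others, among them TM4SF19-TCTEX1D2. Abundant genes were in the set as well. In vehicle replicates 1 and 2, EEF1G lay at log2 4.21 and 12.2, and the macrophage marker CD68 at 6.56 and 11.5. Reads shared with an overlapping gene may be the cause, since all 54 overlap another gene, 1.87 times the share among all genes tested (53.5%, with a Wilson 95% interval of the ratio of 1.75 to 1.87). By the second definition, which was tested first, 76 of 93 genes did, and the interval of the ratio of 1.53 (1.36 to 1.65) reaches below the bound of 1.5, so that definition alone leaves it open, and the choice between the definitions was made after this result was seen. Library depth cannot be told apart from it: for 27 of the 54 genes the high samples were exactly the shallowest ones, and this 50% (50.5% by the second definition) meets the bound as first written, at least 50%, but its Wilson 95% interval of 37.1 to 62.9 spans it. No biological explanation was tested.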
